# Rege-1 promotes *C*. *elegans* survival by modulating IIS and TOR pathways

**DOI:** 10.1371/journal.pgen.1010869

**Published:** 2023-08-09

**Authors:** Yi-Ting Tsai, Chen-Hsi Chang, Hsin-Yue Tsai

## Abstract

Metabolic pathways are known to sense the environmental stimuli and result in physiological adjustments. The responding processes need to be tightly controlled. Here, we show that upon encountering *P*. *aeruginosa*, *C*. *elegans* upregulate the transcription factor *ets-4*, but this upregulation is attenuated by the ribonuclease, *rege-1*. As such, mutants with defective REGE-1 ribonuclease activity undergo *ets-4*-dependent early death upon challenge with *P*. *aeruginosa*. Furthermore, mRNA-seq analysis revealed associated global changes in two key metabolic pathways, the IIS (insulin/IGF signaling) and TOR (target of rapamycin) kinase signaling pathways. In particular, failure to degrade *ets-4* mRNA in activity-defective *rege-1* mutants resulted in upregulation of class II longevity genes, which are suppressed during longevity, and activation of TORC1 kinase signaling pathway. Genetic inhibition of either pathway way was sufficient to abolish the poor survival phenotype in *rege-1* worms. Further analysis of ETS-4 ChIP data from ENCODE and characterization of one upregulated class II gene, *ins-7*, support that the Class II genes are activated by ETS-4. Interestingly, deleting an upregulated Class II gene, *acox-1*.*5*, a peroxisome β-oxidation enzyme, largely rescues the fat lost phenotype and survival difference between *rege-1* mutants and wild-types. Thus, *rege-1* appears to be crucial for animal survival due to its tight regulation of physiological responses to environmental stimuli. This function is reminiscent of its mammalian ortholog, *Regnase-1*, which modulates the intestinal mTORC1 signaling pathway.

## Author summary

Eukaryotes rely on tightly regulated insulin-IGF signaling and TOR pathways to maintain proper cellular processes such as metabolism, aging, and pathogen defense, which allow them to sense and respond to changes in nutrient availability and environmental stress. While *Regnase-1* is known for its role in regulating immune response in mammals, the importance of its ortholog, *rege-1*, in *C*. *elegans* was previously unclear. Our study revealed that *rege-1* participates in regulating the TOR signaling pathway, which subsequently affects *C*. *elegans* lifespan and pathogen defense. By post-transcriptionally regulating the *ets-4* transcription factor, *rege-1* is able to regulate a set of longevity-suppressed genes, including those involved in the peroxisome fatty acid β-oxidation pathway, likely affecting the level of acetyl-COA and modulating the TOR signaling pathway. Our findings indicate that defective *rege-1* leads to an excess of *ets-4*, which activates the lipid β-oxidation pathway and further activates the TOR pathway, ultimately reducing lifespan and survival through pathogen and fat loss.

## Introduction

Metabolic pathways have long been known respond to environmental stimuli, such as nutrition sources or environmental stressors. In turn, these metabolic alterations can have major impacts on the organism. For example, suppressing either of two major metabolic pathways in *C*. *elegans*–insulin/insulin-like growth factor signaling (IIS) or target of rapamycin (TOR) kinase signaling pathways–can extend lifespan, alleviate harmful stress responses, and stimulate other protective mechanisms [1–4]. Mutation of *daf-2*, the only IIS pathway receptor ortholog in *C*. *elegans*, upregulates lifespan extension and pathogen defense processes mediated by the FOXO transcription factor, *daf-16* [2,3]. Two classes of longevity regulatory genes have been defined, with longevity-associated genes that are upregulated comprising class I and repressed genes belonging to class II (e.g., *ins-7*) [5]. Chromatin immunoprecipitation sequencing (CHIP-seq) analysis has revealed that class I genes are mostly bound by DAF-16 and a minority by PQM-1, the two transcription factors, whereas promoters of class II genes are mostly bound by PQM-1 [6]. While both DAF-16 and PQM-1 promote the activation of class I genes and are required for *daf-2* dependent longevity, class II genes are activated by PQM-1 and their repression is dependent on DAF-16 likely through exclusion of PQM-1 from the nucleus [6].

The TOR kinase pathway is crucial for regulating cell growth by interpreting signals related to nutrient availability [7]. The main complex involved in this process is TOR complex 1 (TORC1), which is activated by both phosphorylation and acetylation upon detection of nutrients. Akt, a protein kinase, is responsible for phosphorylating TOR kinase, while EP300, an acetyltransferase, acetylates Raptor, a key adaptor protein in the TORC1 [8]. The activation of TORC1 kinase activity also requires the GTP-bound RHEB, and the heterodimeric Rag GTPase (composed of RAGA and RAGC) is essential for recruiting activated TORC1 to lysosomes to continue the TORC1 signaling cascade [7]. This cascade enhances the phosphorylation of S6 ribosomal proteins and 4EBP1, further promoting translation. Additionally, the activation of TORC1 signaling inhibits the activation of autophagy by preventing the formation of the ULK complex, the initiation complex [9]

The level of acetyl-CoA plays a crucial role in the acetylation of Raptor [10]. In amino acid-starved cells, TORC1 signaling is activated by supplementing with acetyl-CoA. Acetyl-CoA can be derived from various nutrients such as pyruvate, amino acids, and fatty acid β-oxidation [8]. However, a study on modulating fatty liver formation in fasting or high fat diet mice has shown that blocking the liver peroxisome fatty acid β-oxidation pathway by deleting acyl-CoA Oxidase 1 (ACOX1) is sufficient to reduce fatty liver due to decreases in acetyl-CoA, which consequently results in decreased TORC1 signaling and activates autophagy [8,10].

Although most research on the regulation of metabolic pathways has focused on transcriptional control and post-translational modifications, post-transcriptional regulations, which is primarily mediated by microRNAs and their associated Argonautes, have been found to regulate metabolic pathways [11]. For instance, *miR-100* can prevent the activation of TORC1 [12], and *let-7a* targets the insulin receptor, reducing insulin signaling [13]. However, unlike Argonautes that identify specific mRNA targets through microRNAs, most endo- and exo-ribonucleases regulate mRNA degradation through general mRNA decay pathways [14]. Nonetheless, Regnase-1 is a unique endoribonuclease that targets selected mRNAs, mostly in their 3’ UTR, in different cell types, including those that encode several cytokines in macrophages, the transcription factor BATF in T cells, and mTOR signaling pathway proteins in the intestine [15–17].

Regnase-1 contains a ZC3h12A-like ribonuclease domain and a CCCH zinc finger domain and is only present in multicellular eukaryotes, with no homologs found in bacteria or fungi [18]. In *C*. *elegans*, the only Regnase-1 protein ortholog is REGE-1, which specifically targets *ets-4* mRNA, an *ets* (E-twenty-six-specific sequence) transcription factor [19,20]. It is worth noting that while *ets* genes are widely distributed among metazoans, no *ets* genes have been identified in protozoans [21]. Previous research has demonstrated that *rege-1* mutants exhibit a significant loss of fat, and mRNAseq analysis has revealed the upregulation of lipid catabolic and immune-related genes [22]. Interestingly, genetic studies have shown that the combination of an *ets-4* mutation and a *rege-1* mutation is sufficient to restore normal fat levels and prevent immune gene misregulation. However, how these two newly evolved metazoan proteins participate in *C*. *elegans* cellular processes and survival remains largely unknown. Specifically, whether an excess of ETS-4 results in detrimental effects in *C*. *elegans* and needs to be regulated by REGE-1 is still yet to be determined.

ETS-4 contains both an ETS DNA binding domain and a PNT domain. Previous studies have shown that deleting *ets-4* leads to a longer lifespan and increased cold tolerance [23,24]. However, ETS-4 is not always associated with negative effects in *C*. *elegans*, as it has been found to be essential for axon regeneration by promoting the expression of a receptor tyrosine kinase, SVH-2 [25]. While ETS proteins are capable of acting as either transcriptional activators or repressors, *ets-4* has been shown to primarily function as a transcriptional activator, as evidenced by studies in yeast and mouse fibroblast reporter systems [24]. Additionally, the localization of ETS-4 appears to be dynamic. While ETS-4 is observed in the nucleus of neuron, pharyngeal and embryonic intestinal cells, it is less frequent in the nucleus of adult intestinal cells [24]. However, the nuclear localization of ETS-4 is increased in adult intestinal cells during cold stress or in the presence of a *rege-1* mutant background [22,23].

Similar to *rege-1* mutant in *C*. *elegans*, total and mobile immune cell (T cell, B cell and macrophage)-specific *Regnase-1* knockout mice result in strong up-regulation in proinflammatory cytokines and develop autoimmune syndromes [16,26–28]. The 50% death rate for total *Regenase-1* knockout is within eight weeks. Intriguingly, mice with lung- or intestine-specific *Regnase-1* knockouts show even better survival than wild-type mice when challenged with *P. aeruginosa* and dextran sulfate sodium (DSS), respectively [17,29]. Studies have demonstrated that the *Regnase-1* deficits increase *P*. *aeruginosa*-specific IgA levels in bronchoalveolar lavage fluid or enhance intestinal cell proliferation by activating the mTOR signaling pathway, providing explanations for their better survival. [17,29].

In this study, we demonstrated that *rege-1* mutant worms have a shorter lifespan than wild-types, which is further exacerbated upon exposure to *P*. *aeruginosa* (PA14). Our mRNA-seq results suggest that the decreased survival after PA14 exposure is due to changes in both the IIS and TOR kinase signaling pathways, rather than the known immune pathways in *C*. *elegans*. Survival analysis after PA14 exposure revealed that genetic inhibition of either the initiation of the IIS or TORC1 pathway fully rescues the survival defect in *rege-1* mutants, and the fat content can be rescued in genes related to the IIS pathway. The mRNA-seq and ETS-4 ChIP-seq analysis revealed that class II genes in the IIS pathway, but not TORC1, exhibit the upregulated gene expression in *rege-1* mutant and are also targeted by ETS-4. We further examined potential genes that link the class II genes and the TORC1 pathway and discovered that the *acox-1*.*5* mutant, one of the peroxisome acyl-coA oxidase 1 proteins, is the best rescue candidate for the survival and fat difference between wild-type and *rege-1* mutant. Overall, our results demonstrate that *rege-1* affects *C*. *elegans* survival by fine-tuning two key metabolic control systems.

## Results

### REGE-1 ribonuclease activity is required for *C*. *elegans* lifespan and survival upon *P*. *aeruginosa* exposure

To investigate the role of REGE-1 in *C*. *elegans* survival, we assessed the lifespan of *rege-1(tm2265)*, a deletion strain lacking the entire 4th exon resulting in a frameshift in the coding sequence. As the Zc3h12a NYN-like ribonuclease domain of REGE-1 spans exons 4 to 7, the *rege-1(tm2265)* strain only retains the first 147 amino acids of the wild-type REGE-1 protein and lacks the ribonuclease domain (Fig 1A). To test the effect of REGE-1 on pathogen response, we exposed the *rege-1(tm2265)* to PA14, which can infect both humans and *C*. *elegans*. Compared to the wild-type strain, we observed significant decreases in both lifespan at 20°C (83.5% relative to N2 mean lifespan) and survival after PA14 exposure (66.8% relative to N2 mean lifespan) (Fig 1B, 1C and S1 Table). As REGE-1 is a ribonuclease, we generated a ribonuclease-defective mutant, *rege-1(imm070)*, by altering the aspartic acid residue at position 231 to asparagine, which has been shown to abolish the ribonuclease activity of ZC3h12A-like ribonuclease domain proteins in *C*. *elegans* and mouse (Fig 1A, [16,30,31]). Both the deletion mutants and the ribonuclease-defective mutants had notably shorter mean lifespans than N2, with reductions of 82.0% and 83.5% in *rege-1(imm070)* and *rege-1(tm2265)*, respectively. Moreover, their survival rates after exposure to PA14 were poor, with declines of 71.3% and 66.8% in *rege-1(imm070)* and *rege-1(tm2265)* relative to N2 mean lifespan. These findings suggest that the ribonuclease activity of REGE-1 plays a crucial role in the survival of *C*. *elegans*. (Fig 1D, 1E and S1 Table).

**Fig 1:**
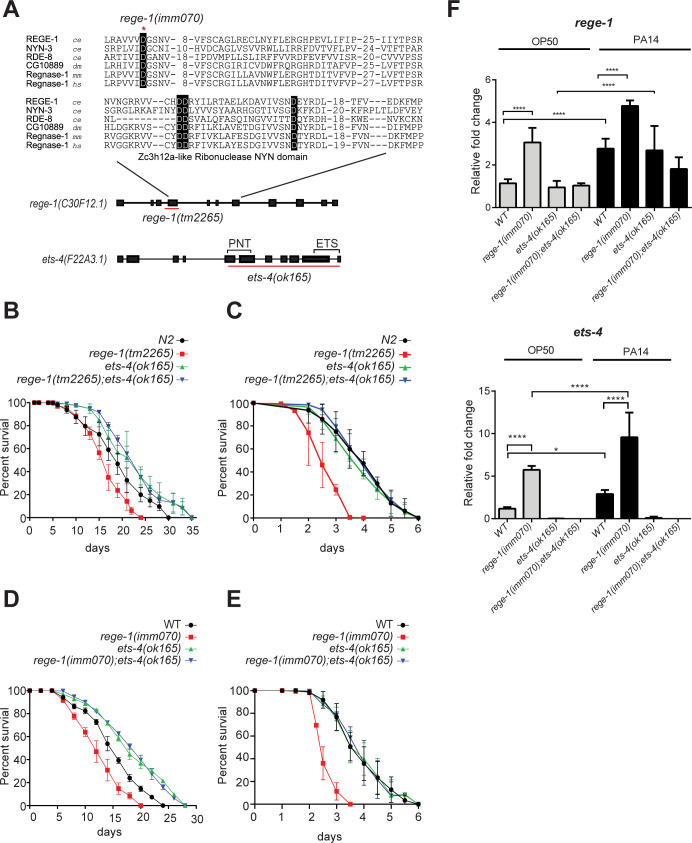
REGE-1 is important for *C*. *elegans* lifespan and survival under PA14 through modulating *ets-4*. (A) Schematic diagram showing the gene structure of *rege-1* and *ets-4*, with black boxes representing exons and black lines representing introns. The alignment of Zc3h12a-like ribonuclease NYN domain from different species is presented, and the PNT and ETS domains of ETS-4 are indicated. Species abbreviations: ce, *Caenorhabditis elegans*; dm, *Drosophila melanogaster*; mm, *Mus musculus*; hs, *Homo sapiens*. Conserved aspartic acid residues are highlighted with a black background. The red asterisks denote the point mutations in *rege-1 (imm070)*, while the red lines show the deletion in *rege-1 (tm2265)* and *ets-4(ok165)*. (B, D) Lifespan analysis of N2, *rege-1* mutants, *ets-4(ok165)*, and *rege-1;ets-4(ok165)* double mutants at 20°C on OP50. The *rege-1* mutant is denoted as *rege-1(tm2265)* in (B) and *rege-1(imm070)* in (D). (C, E) PA14 survival curve for N2, *rege-1* mutants, *ets-4(ok165)*, and *rege-1;ets-4(ok165)* double mutants on PA14 at 25°C are presented. The *rege-1* mutant is denoted as *rege-1(tm2265)* in (C) and *rege-1(imm070)* in (E). The Error bars represent SEM was shown in survival curve. Three repeats were done in all survival curves and the raw data are present in S1 Table. (F) The mRNA levels of *rege-1* and *ets-4* were measured by RT-qPCR with *act-3* mRNA as an internal control. The fold changes relative to wild-type animals fed by OP50 were shown. (n = 3, * p< 0.05, **** P < 0.0001, Error bar represent SEM, One-way ANOVA with Tukey’s multiple comparison test).

Since ETS-4 mRNA is known to be a key substrate of REGE-1, we measured both lifespan and survival after PA14 exposure in both *rege-1* mutants with *ets-4(ok165)* (Fig 1A–1E and S1 Table). The *ets-4(ok165)* strain, which the entire PNT and ETS domains have been deleted, was reported to exhibit an extended lifespan [24], and we did observe a lifespan extension of *ets-4(ok165)* when fed with OP50 (120.4% relative to N2 mean lifespan). However, we found no significant difference in the survival curves of *ets-4(ok165)* and wild-type worms after exposure to PA14 (Fig 1B–1E and S1 Table). Importantly, comparable PA14 survival curves were observed among wild-type and the two *rege-1; ets-4* strains (Fig 1C, 1E and S1 Table). Since a previous study of *ets-4* suggests that it acts as a transcriptional activator, we hypothesized that the main cause of PA14-shortened lifespan in *rege-1(imm070)* could be the upregulation of a set of tightly regulated genes by excess ETS-4. To begin testing this hypothesis, we quantified the mRNA levels of both *ets-4* and *rege-1* after feeding with OP50 or PA14 in all four strains: N2, *rege-1(imm070)*, *ets-4(ok165)*, and *rege-1(imm070); ets-4(ok165)*. Interestingly, not only *ets-4* was up-regulated upon PA14 exposure, we also found a high level of *ets-4* mRNA in *rege-1(imm070)* mutants in either OP50 or PA14 fed samples, suggesting not only our single amino acid substitution in *rege-1(imm070)* is sufficient to abolishing the ribonuclease activity as expected, an excess of *ets-4* is a key factor for *rege-1*-dependent sensitivity of *C*. *elegans* to PA14 (Fig 1F).

To gain further insight into the factors contributing to the poor survival of *rege-1* on PA14, we investigated potential differences in pathogen clearance rates and avoidance among all four strains, N2, *rege-1(imm070)*, *ets-4(ok165)*, and *rege-1(imm070); ets-4(ok165)*. Our findings indicate that no observable difference exists in the rate of RFP-labeled PA14 clearance between the wild type (N2) and *rege-1 (imm070)* after transferring the worms from 24 hours of PA14-fed to regular OP50 food for one day (S1A and S1B Fig). Additionally, we assessed the PA14 avoidance behavior of all four strains, finding that over 80% of the worms evaded PA14 after 24 hours (S1C Fig.). There was no significant difference between the four strains tested, suggesting that the PA14 sensitivity of *rege-1(imm070)* is unlikely due to the failure of clearing or escaping from the pathogen.

### *Rege-1* negatively regulates genes involved in IIS and TOR signaling pathways

To investigate the potential mechanism by which excess *ets-4* could lead to reduced survival following PA14 exposure, we conducted mRNA-seq analysis on three strains of day 2 adult worms that were fed either OP50 or PA14: N2, *rege-1(imm070)*, and *rege-1(imm070);ets-4(ok165)*. 

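The mRNA of ets-4, which encodes the transcription factor ETS-4, was higher in rege-1(imm070) than in rege-1(imm070);ets-4(ok165) (the double mutant) on both foods. Its normalized count on OP50 was 317 ± 36.0 (SD, n = 2 libraries) in N2, 796 ± 172 (SD, n = 3) in rege-1(imm070) and 108 ± 61.3 (SD, n = 2) in the double mutant. On PA14 it was 827 ± 56.1 (SD, n = 2) in N2, 2963 ± 2077 (SD, n = 2) in rege-1(imm070) and 131 ± 14.4 (SD, n = 2) in the double mutant. Relative to the double mutant, ets-4 rose in rege-1(imm070) by a log2 fold change of 2.96 (SE 0.42, adjusted p = 0.00115 from limma-trend) on OP50 and 4.29 (SE 0.46, adjusted p = 0.000316 from limma-trend) on PA14. Reads of the gene remain in the strains with the ok165 deletion, and the deletion itself is included in this comparison. Relative to N2, the log2 fold changes were 1.305 (SE 0.42, adjusted p = 0.191 from limma-trend) and 1.64 (SE 0.46, adjusted p = 0.466 from limma-trend), which did not pass the test, while DESeq2 called both. The mRNA of rege-1, the ribonuclease gene that carries the imm070 mutation, also rose in rege-1(imm070) relative to the double mutant, by 1.45 (adjusted p = 0.0008 from limma-trend) on OP50 and 1.55 (adjusted p = 0.00165 from limma-trend) on PA14. Relative to N2 it had log2 fold changes of 0.77 (adjusted p = 0.0845 from limma-trend) on OP50, which passed without rege-1(imm070) OP50 replicate 1 (0.89), and 0.98 (adjusted p = 0.158 from limma-trend) on PA14. Neither passed with all libraries, while DESeq2 called both. Total RNA came from groups of 100 day 2 adults kept at 25 °C for 48 h on E. coli OP50 or on P. aeruginosa PA14, a bacterial pathogen of C. elegans. The values come from 18 libraries: 2 of N2, 3 of rege-1(imm070), 3 of ets-4(ok165) and 2 of the double mutant on OP50, and 2 of each strain on PA14. The sample labels give the rege-1 allele as ht070, which is taken here to be imm070. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and divided the counts by a factor per library. Multiplied back by that factor, every value came within 0.01 of a whole read. Libraries held 6793740 to 11322497 reads, with group medians from 8376528 in OP50-fed double mutants to 10243268 in OP50-fed N2. Differences were tested with limma-trend on the log2 of the normalized count plus 1, over the 14492 genes with a normalized count of at least 10 in at least 2 libraries, with all 18 libraries in 1 fit. Ribosomal RNA genes took 4.14% to 4.78% of the reads in replicate 1 of each OP50-fed strain and 0.615% to 1.81% in the other OP50-fed libraries, and on PA14 3.66% in double mutant replicate 2 and under 2% in the others. Genes of the major sperm protein, which mark sperm, had 966 reads in rege-1(imm070) replicate 1 and 890 reads in ets-4(ok165) replicate 2 on PA14, 237 and 97 in the N2 libraries on PA14, and at most 25 in any other library. The p-values of single genes measure the spread between these samples, since nothing in the sources used here states that libraries of a group came from separate cultures. Those of Fisher's exact test and of permutations are taken across genes and measure no spread between libraries.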

Since the phenotype analysis showed that only *rege-1(imm070)* had a significantly decreased survival rate, while *rege-1(imm070);ets-4(ok165)* had a similar lifespan to wild-type when fed with PA14, we reasoned that only the genes that consistently differed between *rege-1(imm070)* and the other two strains are likely to contribute to the poor survival phenotype. Thus, we narrowed our search to 173 and 138 differentially expressed genes (DEGs) in OP50- and PA14-fed samples, respectively (S2A and S2B Fig and S2 Table). 

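On OP50, 129 genes rose and 26 fell in rege-1(imm070) relative to N2, and 528 rose and 433 fell relative to rege-1(imm070);ets-4(ok165) (the double mutant). On PA14, 4 genes rose and 4 fell relative to N2, and 47 rose and 94 fell relative to the double mutant. The genes that rose relative to N2 on PA14 were asp-12 and asp-2, which encode aspartyl proteases, T21H3.1 and htrl-1, and those that fell were sysm-1, asp-14, fbxa-6 and ttr-44. htrl-1 and ttr-44 were named after their values were seen. On OP50, asp-2 rose by a log2 fold change of 1.79 (SE 0.16, adjusted p = 3.8e-05 from limma-trend) relative to N2 and 1.33 (SE 0.16, adjusted p = 0.000329 from limma-trend) relative to the double mutant. The pals genes, a family induced by intracellular pathogens and listed after the data were seen, made up 14 of the 433 genes lower than in the double mutant on OP50 and 14 of the 94 on PA14. Relative to N2, none of them was lower in rege-1(imm070) on either food and 1 was higher on OP50 (median log2 fold changes 0.46 on OP50 and 0.23 on PA14). In the double mutant relative to N2 their medians were 3.25 and 4.02, so that the difference lay in the double mutant. These counts are at an adjusted p under 0.05 from limma-trend. With no change, a share of 0.05 of the 14492 genes tested would have an unadjusted p under 0.05. The totals under it were 1873 and 3713 on OP50 and 722, which is about that share, and 1301 on PA14, relative to N2 and to the double mutant in turn. In the same order, edgeR's quasi-likelihood test called 87, 760, 4 and 79 genes and DESeq2 called 443, 1650, 66 and 278. Limma-trend on only the groups compared called 0, 34, 0 and 166. DESeq2 on only these, chosen after seeing the data, called 227 higher and 49 lower than in N2 on OP50, and 155 and 110 on PA14. The 722 does not show that nothing changed, since the main fit shares 1 estimate of the spread over all groups. The median SD over all groups was 0.395, against 0.378 for N2 and rege-1(imm070) on OP50 and 0.246 on PA14. Relative to N2 on OP50, the total of 155 was 24 without N2 replicate 2, 90 without rege-1(imm070) replicate 2 and 101 without rege-1(imm070) replicate 3, and 311 without replicate 1 of every strain, the libraries with the most ribosomal RNA, an alternative chosen after seeing the data. The 129 and 26 became 98 and 72 without rege-1(imm070) replicate 1. Relative to the double mutant on OP50, the total of 961 was 373 without rege-1(imm070) replicate 2, 278 without double mutant replicate 1 and 127 without its replicate 2. The larger number of genes that rose relative to the double mutant on OP50 was lost with quantile normalization (320 rose and 341 fell), with 5 times the minimum value (444 and 447), without rege-1(imm070) replicate 1 (262 and 385), without double mutant replicate 1 (139 and 139) and without replicate 1 of every strain (318 and 541). With the replicate number as a block, 1178 rose and 1143 fell, a total of 2321. The block takes 1 shift per number over all strains and foods. On OP50, libraries of the double mutant did not deviate together with those of the same number in other strains (r = -0.15 to 0.05), so that the block does not match this comparison. On PA14, the total of 8 relative to N2 was 1 without N2 replicate 1, 1 without N2 replicate 2, 5 without rege-1(imm070) replicate 1 and 3 without its replicate 2, and 30 without the libraries of rege-1(imm070) and ets-4(ok165) richest in sperm reads, also chosen after seeing the data. The 4 that rose and 4 that fell relative to N2 on PA14 were 49 and 17 by DESeq2, 4 and 7 with quantile normalization and 10 and 20 without the libraries richest in sperm reads, and the 47 and 94 relative to the double mutant were 38 and 41 by edgeR. The total of 141 relative to the double mutant on PA14 was 71 without rege-1(imm070) replicate 1, 34 without double mutant replicate 1 and 36 without its replicate 2. The paper reasons that genes that differ between rege-1(imm070) and both other strains are the ones likely to contribute to its poor survival on PA14.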

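On OP50, 85 genes were higher and 22 were lower in rege-1(imm070) than in both N2 and rege-1(imm070);ets-4(ok165) (the double mutant), so that 79.4% of these 107 genes were higher. The majority of higher genes was lost without rege-1(imm070) replicate 1 (62 higher and 71 lower) and, chosen after seeing the data, without replicate 1 of every strain (64 and 68), and DESeq2 called 176 and 124. With the replicate number as a block, 122 were higher, 80 of the 85 among them, and 35 were lower, 17 of the 22 among them. Among the genes that were higher, pmp-1, which encodes an ABC transporter of the peroxisomal membrane, rose by a log2 fold change of 2.28 (SE 0.20, adjusted p = 3.29e-05 from limma-trend) relative to N2 and 3.13 (SE 0.20, adjusted p = 4.46e-07 from limma-trend) relative to the double mutant. ugt-18, a UDP-glucuronosyltransferase gene, rose by 4.89 (adjusted p = 0.0127 from limma-trend) and 6.19 (adjusted p = 0.00108 from limma-trend) in the same comparisons. Among the genes that were lower, pud-4 had log2 fold changes of -3.08 (adjusted p = 0.00958 from limma-trend) and -5.04 (adjusted p = 0.00011 from limma-trend), and clec-218, a C-type lectin gene, had -3.62 (adjusted p = 0.0269 from limma-trend) and -4.66 (adjusted p = 0.00256 from limma-trend). On PA14, 3 genes were higher and 2 were lower than in both strains, so that 60.0% of these 5 genes were higher. The 3 were asp-12, asp-2 and T21H3.1, which were also higher than in both strains on OP50, and the 2 were sysm-1 and asp-14. asp-2 rose by 1.35 (adjusted p = 0.00485 from limma-trend) relative to N2 and 1.90 (adjusted p = 7.58e-05 from limma-trend) relative to the double mutant on PA14, and T21H3.1 rose by 1.65 (adjusted p = 0.0192 from limma-trend) and 2.297 (adjusted p = 0.000348 from limma-trend). sysm-1 had log2 fold changes of -4.77 (adjusted p = 0.0019 from limma-trend) and -5.95 (adjusted p = 7.58e-05 from limma-trend), and asp-14 had -2.10 (adjusted p = 0.0407 from limma-trend) and -1.92 (adjusted p = 0.0125 from limma-trend). The 3 and 2 became 2 and 8 without the libraries of rege-1(imm070) and ets-4(ok165) richest in sperm reads, chosen after seeing the data. The PA14 counts depended strongly on the test: edgeR called 2 higher and 1 lower, and DESeq2 29 and 6. Limma-trend on only the groups compared called 33 and 17 on PA14, and 13 and 0 on OP50. DESeq2 on only these groups, chosen after seeing the data, called 94 and 53 on PA14, and 136 and 59 on OP50. The 2 comparisons share the libraries of rege-1(imm070), which alone brings overlap. In 20 simulated sets with no change, chosen after seeing the data, as many of the genes with the smallest p as were called were compared. They overlapped by at most 47 higher and 13 lower genes on OP50, where 85 and 22 were found, and by at most 3 and 3 on PA14, not under the 3 and 2 found. Simulated genes vary independently of each other, which genes of real libraries need not. The sets therefore cannot decide whether the 85 and 22 exceed what shared libraries bring. Without 1 library, the 85 became 22 (N2 replicate 2), 56 (rege-1(imm070) replicate 2), 38 and 51 (double mutant replicates 1 and 2). The 22 became 11 and 0 (N2 replicates 1 and 2), 71, 6 and 5 (rege-1(imm070) replicates 1, 2 and 3), and 13 and 7 (double mutant replicates 1 and 2). On PA14, the 3 became 1 without N2 replicate 1, 1 without N2 replicate 2 and 1 without rege-1(imm070) replicate 1, and the 2 became 0 without N2 replicate 1, 0 without N2 replicate 2, 1 without rege-1(imm070) replicate 2 and 1 without either library of the double mutant. Relative to N2, ugt-18 no longer passed without N2 OP50 replicate 1 (log2 fold change 3.68), pud-4 without N2 OP50 replicate 2 (-2.58), and clec-218 without N2 OP50 replicate 2 (-2.62) or rege-1(imm070) OP50 replicate 1 (-3.05) or 3 (-3.54). On PA14, relative to N2, T21H3.1 did not pass without any 1 of the 4 libraries (1.57 to 1.73) or with quantile normalization (1.399), asp-14 did not pass without any 1 of them (-2.45 to -1.75) or with the replicate number as a block (-2.10), asp-2 without N2 replicate 1 (1.33), N2 replicate 2 (1.38) or rege-1(imm070) replicate 1 (1.21), and sysm-1 without N2 replicate 1 (-4.76) or 2 (-4.79). Relative to the double mutant, asp-14 did not pass without rege-1(imm070) replicate 2 (-1.597), or double mutant replicate 1 (-1.99) or 2 (-1.85).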

Consistent with the previous finding that ETS-4 is a transcription activator, we found that the majority of DEGs (78% and 64% in OP50- and PA14-fed samples, respectively) were upregulated in *rege-1(imm070)* (Figs 2A and S2C). We then performed enrichment analysis on these two sets of up-regulated genes. Consistent with the intestinal expression of REGE-1, most genes are enriched in the intestine ([22], S2D Fig). 

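Genes of aspartyl proteases, of peroxisomal β-oxidation and of saposin-like proteins were among those that rose in rege-1(imm070) on OP50. Of 11 aspartyl protease genes, asp-1, asp-2, asp-3, asp-6, asp-12 and asp-17 rose relative to N2 on OP50 (7 adjusted over the list alone). The list had a median log2 fold change of 1.67, with adjusted p = 1.47e-08 from camera and adjusted p = 0.0215 from camera with an estimated correlation. Both were adjusted over 36 lists within the comparison. Adjusted over 135 gene families in all 10 comparisons at once, camera with an estimated correlation gave adjusted p = 0.486 on each food. On PA14, 2 of the 11 rose and 1 fell relative to N2 (7 and 1 adjusted over the list alone; adjusted p = 5.62e-08 from camera, and adjusted p = 0.0259 with an estimated correlation). Of 18 genes of peroxisomal β-oxidation, acox-1.5, ech-9 and pmp-1 rose relative to N2 on OP50 (5 higher and 1 lower adjusted over the list alone; adjusted p = 1.5e-06 from camera, but adjusted p = 0.195 with an estimated correlation). The same 3 rose relative to rege-1(imm070);ets-4(ok165) (the double mutant) on PA14 (4 adjusted over the list alone; adjusted p = 0.000102 from camera, but adjusted p = 0.407 with an estimated correlation), and pmp-1 did not pass there without rege-1(imm070) PA14 replicate 2 (log2 fold change 1.23) or double mutant PA14 replicate 2 (1.22). Of 10 lipase genes, lipl-1, a lysosomal lipase induced by fasting, rose relative to N2 on OP50 by a log2 fold change of 3.38 (SE 0.45, adjusted p = 0.0013 from limma-trend) (1 adjusted over the list alone; the list's median was -0.08 and its mean 0.12, camera adjusted p = 0.802). Of 23 genes of saposin-like proteins, which include antimicrobial peptides, 6 rose relative to N2 on OP50 (10 adjusted over the list alone; adjusted p = 3.18e-09 from camera, but adjusted p = 0.187 with an estimated correlation), among them spp-4, by 2.63 (SE 0.34, adjusted p = 0.000853 from limma-trend). Of 115 C-type lectin genes, 10 rose and 1 fell relative to N2 on OP50 (26 and 4 adjusted over the list alone; adjusted p = 3.51e-05 from camera, but adjusted p = 0.195 with an estimated correlation), and 11 rose and 13 fell relative to the double mutant (16 and 21 adjusted over the list alone), with medians of 0.32 and -0.18, the latter -0.14 with the 5 members at 0 in a group set to 3 counts per library. Of 19 genes that respond to infection, 2 rose and 7 fell relative to the double mutant on OP50 (3 and 8 adjusted over the list alone; adjusted p = 0.00334 from camera, but adjusted p = 0.563 with an estimated correlation), and 7 fell on PA14 (7 adjusted over the list alone; adjusted p = 2.52e-07 from camera, but adjusted p = 0.336 with an estimated correlation). The 7 on PA14 were sysm-1, lys-7, dod-22, clec-67, F55G11.4, C17H12.8 and K08D8.5. Relative to the double mutant, lys-7, a lysozyme gene, had log2 fold changes of -3.198 (adjusted p = 0.000211 from limma-trend) on OP50 and -2.94 (adjusted p = 0.00157 from limma-trend) on PA14, and dod-22, a CUB domain gene, had -4.85 (adjusted p = 0.000871 from limma-trend) and -5.15 (adjusted p = 0.00176 from limma-trend). Relative to N2, only sysm-1 of the 7 passed as lower on PA14, and lys-7 and dod-22 did not pass as lower on either food. asp-17 and these 7 apart from sysm-1 were named after their values were seen. Beside these groups, the 17 markers of oocytes and the germline had a median of -0.61 relative to N2 on OP50 and -0.84 relative to the double mutant, where cpg-3, egg-1 and perm-2, named after their values were seen, fell (13 adjusted over the list alone; adjusted p = 0.551 with an estimated correlation). The 32 sperm markers had a median of 2.56 relative to the double mutant on PA14, or 1.08 with the 17 members at 0 in a group set to the same floor (camera adjusted p = 0.844 with an estimated correlation). Among the libraries of this comparison, sperm reads were high in rege-1(imm070) PA14 replicate 1 alone: genes of the major sperm protein had 966 reads there and 25 in replicate 2, against 14 and 13 in the double mutant.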

The gene ontology analysis shows that, while lipid catabolic processes were found in the up-regulated genes in *rege-1(imm070)* (the REGE-1 negatively regulated genes), immune-related processes are enriched in both up- and down-regulated genes in *rege-1(imm070)* (S2D Fig).

To determine if the set of genes negatively regulated by *rege-1* is associated with other transcriptomic datasets resulting from mutations in other genes, we utilized WormExp v2.0 specifically on mutant datasets [32]. As expected, the categories "UP by *rege-1* RNAi" and "down by *ets-4* RNAi" were the most significant. Surprisingly, the pathways involved in energy metabolism, namely "down by *daf-2;rsks-1* mutant" and "down by *aak-2* overexpressed and *daf-2* mutant," were also found to be significant (Table 1). These two datasets were obtained by examining the synergistic effects on lifespan by reducing IIS and TOR pathways, and AAK-2/IIS/TOR signaling pathways participation in dietary restricted longevity, respectively. To narrow our search, we correlated our datasets with the "DAF/Insulin/food" category in WormExp and found that the top five lists that overlapped with *rege-1* negatively regulated genes were either individual or a combination of IIS and TOR signaling pathways (Table 1, [33,34]).

**Table 1:** Overlapping *rege-1* negatively regulated genes in OP50 and PA14 with existing datasets.

***Rege-1* negatively regulated genes fed with OP50**	
**Mutant datasets**	**FDR**
UP by ***rege-1*** RNAi (Habacher)	1.21E-92
down by ***ets-4*** RNAi (Habacher)	2.97E-86
UP by ***tax-4*** RNAi	1.81E-31
down by ***daf-2;rsks-1*** mutant	9.52E-30
down by ***aak-2*** overexpressed and ***daf-2*** mutant	7.80E-24
**DAF/Insulin/food datasets**	**FDR**
UP by ***daf-16*** mutant under ***daf-2;rsks-1*** mutant	3.23E-32
down by ***daf-2*** mutant (Chen)	1.52E-27
Genes upregulated by DR	1.47E-26
Down N2-Cel-RhebRNAi-fasting	7.55E-25
down by ***daf-2*** mutant (Knutson)	4.24E-20
***Rege-1* negatively regulated genes fed with PA14**	
**Mutant datasets**	**FDR**
down by ***ets-4*** RNAi (Habacher)	9.96E-72
UP by ***rege-1*** RNAi (Habacher)	2.17E-70
down by ***aak-2*** overexpressed and ***daf-2*** mutant	3.03E-35
down by ***daf-2;rsks-1*** mutant	8.10E-31
Up in ***hyl-2*** mutants	2.52E-29
**DAF/Insulin/food datasets**	**FDR**
UP by ***daf-16*** mutant under ***daf-2;rsks-1*** mutant	4.50E-29
down by ***daf-2*** mutant (Chen)	1.40E-27
Down N2-Cel-RhebRNAi-fasting	1.94E-27
Down ***daf-16*** vs. ***daf-2***	1.26E-25
down by ***daf-2*** mutant (Knutson)	1.77E-23

To understand whether the *rege-1* negatively regulated genes correlate with differential gene expression (DGE) in *daf-2* mutants, we compared the gene lists with previously identified class I and class II genes, DAF-16, and PQM-1 ChIP data and also the ETS-4 ChIP data from the ENCODE database (Fig 2B, [6,35]). A total of 69.6% (94/135) and 68.2% (60/88) of *rege-1* negatively regulated genes from OP50- and PA14-fed, respectively, were found to be significantly enriched in class II, whereas no significant enrichment in either class was found in *rege-1* positively regulated genes in either group (Fig 2C). We then further examined the ETS-4, PQM-1, and DAF-16 occupancies on the *rege-1* DEGs (Fig 2B). Although ETS-4 occupancy is significantly enriched in *rege-1* negatively regulated genes, only 15.6% (21/135) and 20.5% (18/88) genes in OP50- and PA14-fed gene sets, respectively, were found bound by ETS-4 (S3 Table). 

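Of the 85 genes higher in rege-1(imm070) than in both N2 and rege-1(imm070);ets-4(ok165) on OP50, 17 (20.0%) are in the list of genes bound by ETS-4 in ChIP-seq, against 4.65% of the 14492 genes tested. Listed in full after their values were seen, they were ech-9 and pmp-1 of the peroxisome, the protease genes asp-12 and cpr-3, the scavenger receptor genes scav-1 and scav-6, the saposin-like gene spp-5, aagr-2, mfsd-8, sgca-1, C31H5.6, C49C3.9, F09C8.1, F49C12.7, K12H4.7, M28.8 and T21H3.1. The odds ratio was 5.23 (95% confidence interval 2.86 to 9.06; one-sided Fisher's exact test, p = 3.01e-07, adjusted p = 1.2e-06 over 4 tests). Of the 22 genes lower than in both strains on OP50, C07D8.6 and dod-3 were bound, with an odds ratio of 2.05 (95% confidence interval 0.232 to 8.48; one-sided Fisher's exact test, p = 0.273, adjusted p = 0.364). With the genes that DESeq2 called on OP50, 23 of 176 higher genes (odds ratio 3.16; one-sided Fisher's exact test, p = 7.17e-06) and 11 of 124 lower genes (odds ratio 2.01, p = 0.0297, unadjusted) were bound, and with those that edgeR called, 14 of 56 higher genes (odds ratio 6.96, p = 1.83e-07) and 2 of 10 lower genes (odds ratio 5.14, p = 0.0759). On PA14, asp-12 and T21H3.1 of the 3 higher genes were bound (66.7%), with an odds ratio of 41.1 (95% confidence interval 2.14 to 2381; one-sided Fisher's exact test, p = 0.00628, adjusted p = 0.0126), and neither of the 2 lower genes, sysm-1 and asp-14, was. With the genes that edgeR called higher than both strains on PA14, asp-12 of 2 genes was bound, with an odds ratio of 20.5 (one-sided Fisher's exact test, p = 0.0909), which did not pass the test. With those that DESeq2 called, 8 of 29 were bound (27.6%), with an odds ratio of 7.89 (one-sided Fisher's exact test, p = 3.78e-05). The bound higher genes that DESeq2 called include ets-4 itself on each food, and its comparison with the double mutant includes the ok165 deletion. On PA14 these tests rest on few genes: without N2 replicate 1 or 2, or without rege-1(imm070) replicate 1, the 3 higher genes become 1.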

We reason that the experimental condition difference between the ENCODE database and our experiment is likely the reason for the small portions of ETS-4 targets found in *rege-1* negatively regulated gene lists. Moreover, consistent with PQM-1 being the major transcription factor bound to class II genes, the *rege-1* negatively regulated genes in both OP50- and PA14-fed conditions are significantly bound by PQM-1, but not DAF-16 (Fig 2B and 2C). 

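Among genes the paper classifies as up-regulated, those marked as bound by PQM-1 and those not so marked had positive median log2 fold changes in rege-1(imm070) relative to N2 on OP50. Only part of each passed the test. acox-1.5, asp-12, ech-9, clec-52, spp-3 and ins-7, which are up-regulated in rege-1(imm070) in both foods in the paper's classification, carry the PQM-1 mark, while asp-2 and spp-4 of the same cluster do not. Of the 47 genes the paper classifies as up-regulated on both foods, 34 carry the mark and 13 do not: 27 of the 34 and 12 of the 13 rose relative to N2 on OP50, with median log2 fold changes of 2.15 and 1.97. Among genes it classifies as up-regulated on OP50 only, 33 carry the mark, 50 do not and 5 have no value for it: of the 33 and 50, 21 and 19 rose relative to N2 on OP50, with medians of 1.51 and 1.65. Among genes it classifies as up-regulated on PA14 only, 19 carry the mark, 20 do not and 2 have no value for it: of the 19 and 20, 4 and 5 rose relative to rege-1(imm070);ets-4(ok165) on PA14, with medians of 0.99 and 0.85. Relative to N2 on PA14, 0 of the 19 and 0 of the 20 rose, with medians of 1.09 and 0.95. A gene was counted as rising at an adjusted p under 0.05 from limma-trend. The difference between marked and unmarked genes was not tested. Since the study chose these genes on these samples, their direction is not independent evidence, and marks were read only for the genes so classified, so that no enrichment over other genes was computed.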

Of note, although there is no significant bias toward either class in *rege-1* positively regulated genes, PQM-1 occupancies are still significantly enriched in PA14-fed *rege-1* positively regulated genes (Fig 2B and 2C). Our analysis results suggest that the *rege-1* negatively regulated genes are significantly enriched in class II genes, and both ETS-4 and PQM-1 are significantly associated with this set of genes.

**Fig 2:**
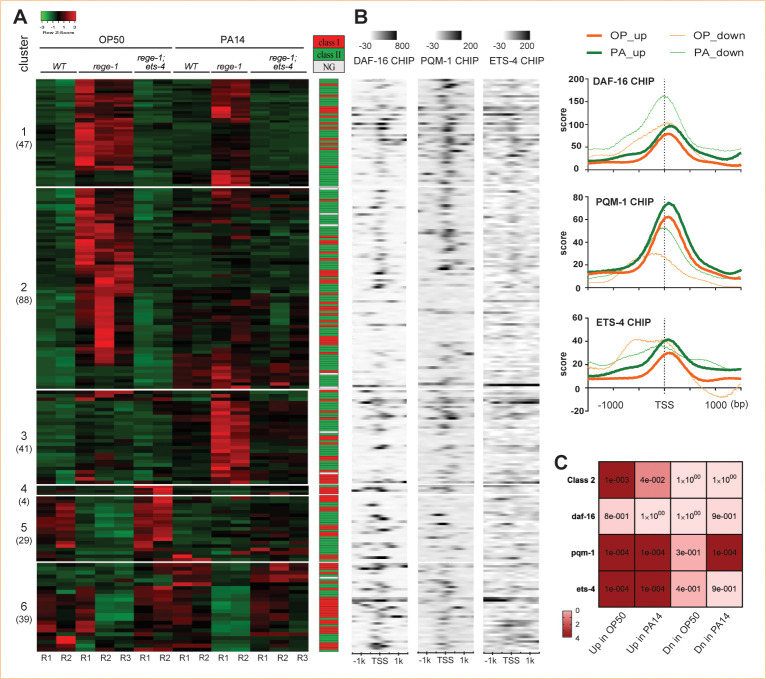
*Rege-1* negatively regulated gene are enriched in class II genes and bound by ETS-4 and PQM-1. (A) Heat maps and clusters of the DEGs from OP50- and PA14-fed samples are shown. The DEGs were classified into six clusters based on their expression dependency of *rege-1(imm070)*: Cluster 1, genes up-regulated in *rege-1(imm070)* in both OP50- and PA14-fed samples; Cluster 2, genes up-regulated in *rege-1(imm070)* in OP50-fed samples only; Cluster 3, genes up-regulated in *rege-1(imm070)* in PA14-fed samples only; Cluster 4, genes down-regulated in *rege-1(imm070)* in both OP50- and PA14-fed samples; Cluster 5, genes down-regulated in *rege-1(imm070)* in OP50-fed samples only; and Cluster 6, genes down-regulated in *rege-1(imm070)* in PA14-fed samples only. The number of DEGs in each cluster is indicated in parentheses. Genes belonging to either class I or class II were color-coded on the right, with red for class I, green for class II, and gray for genes without a specified class in the dataset from Tepper et al., Cell (2013). (B) A heatmap displays the density of ChIP-seq data of DAF-16, PQM-1, and ETS-4 within 1.5k bp of transcription start site (TSS) corresponding to gene listed in the expression heatmap on the left. All ChIP data were extracted from the ENCODE project. Right: Accumulative plots of ChIP-seq data of positively and negatively regulated genes by *rege-1(imm070)* in either OP50- or PA14-fed samples. (C) The statistical analysis of DEGs of the *rege-1(imm070)* overlapping with PQM-1, DAF-16, and ETS-4 targeted genes is shown.”Up” and “Dn” denote as up- and down-regulated genes in *rege-1(imm070)*, respectively. “OP” and “PA” denote as worms were fed with OP50 and PA14, respectively.

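The 47 genes of cluster 1 had positive log2 fold changes relative to N2 on both foods, with medians of 2.098 on OP50, where 39 rose (46 adjusted over the list alone), and 1.36 on PA14, where 4 rose (40 adjusted over the list alone). Relative to rege-1(imm070);ets-4(ok165) (the double mutant), 42 rose on OP50 and 18 on PA14 (45 and 41 adjusted over the list alone). In cluster 2, of 88 genes, 43 rose relative to N2 on OP50 (87 adjusted over the list alone; median 1.65), and none rose on PA14 (1 adjusted over the list alone; median 0.48, or 0.45 with the 3 members at 0 in a group set to 3 counts per library), where 19 had an unadjusted p under 0.05, edgeR called 0 and DESeq2 2 higher. clec-169, a C-type lectin gene of cluster 2, rose on OP50 by 4.75 (SE 0.42, adjusted p = 3.29e-05 from limma-trend) relative to N2 and 4.13 (SE 0.42, adjusted p = 8.45e-05 from limma-trend) relative to the double mutant. Its log2 fold change relative to N2 on PA14 was 0.01 (adjusted p = 1 from limma-trend). It was the 1 gene of the 14492 tested whose effect differed between the foods (adjusted p = 0.0182 from limma-trend for the interaction), a call lost with quantile normalization or without N2 OP50 replicate 1 (interaction -4.39), rege-1(imm070) OP50 replicate 1 (-4.52) or 2 (-4.65), N2 PA14 replicate 2 (-4.33) or rege-1(imm070) PA14 replicate 1 (-4.35). For the interaction, edgeR called 1 gene, robust limma 2, DESeq2 6 and DESeq2 on only the groups compared, chosen after seeing the data, 14. The median interaction of cluster 2 was -1.26, and 87 of the 88 values were negative (6 lower adjusted over the list alone). In cluster 3, of 41 genes, none rose relative to N2 on PA14 (33 adjusted over the list alone; 33 with an unadjusted p under 0.05, 0 by edgeR and 13 by DESeq2; median 1.01), 10 rose relative to the double mutant (26 adjusted over the list alone), and 6 rose relative to N2 on OP50 (22 adjusted over the list alone; median 0.74). The median interaction of cluster 3 was 0.23, with 0 genes called by limma-trend, edgeR or DESeq2 and 4 at an unadjusted p under 0.05. All 4 genes of cluster 4 had negative values relative to N2 on both foods, with medians of -1.36 on OP50 and -2.29 on PA14 (1 lower on each; 4 adjusted over the list alone). In cluster 5, 13 of 28 genes fell relative to N2 on OP50 (27 adjusted over the list alone; median -1.43), and in cluster 6, 2 of 38 genes, sysm-1 and asp-14, fell relative to N2 on PA14 (22 adjusted over the list alone; median -1.27). The study chose these clusters on these samples, so that their counts are not independent evidence of direction.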

To understand the similarity of ETS-4 regulated DEGs, we compare DGE between up-regulated ETS-4 due to defective *rege-1*, *rege-1(imm070)* (our data) and *rege-1(rrr13)* as well as *ets-4* mutants, we correlated our dataset with transcriptome analyses with previous datasets [22–24]. As expected, we observed a significant correlation between both ETS-4 positively regulated genes from previous datasets and *rege-1* negatively regulated genes fed by OP50 (S4 Table). Additionally, we found an enrichment of ETS-4 occupancy on *ets-4* positively regulated genes in both previous datasets (S3A Fig).

We next searched for the relevance of *rege-1* negatively regulated genes and the TOR signaling pathway [36]. Based on the results from WormExp, *rege-1* negatively regulated genes are enriched in down-regulated genes in *daf-2;rsks-1* mutant. To determine whether the significance is only restricted to *rege-1* negatively regulated genes like IIS pathway or if it is a global inverse correlation, we analyzed the global DGEs between *daf-2(e1370);rsks-1(ok1255)* and *rege-1(imm070)* in either OP50- or PA14-fed conditions (Tables 2 and S5). 

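asp-12, which was higher in rege-1(imm070), is among the genes for which log2 fold changes in rege-1(imm070) were set against those published for daf-2(e1370);rsks-1(ok1255) relative to wild type, which the paper lists in S5 Table. For the genes the paper called on PA14 relative to N2, the correlation across genes was r = -0.439 (n = 135 genes; adjusted p = 2e-05 from a two-sided permutation test), with Spearman's rho = -0.407, and 111 of the genes (82.2%) had opposite signs in both. Relative to rege-1(imm070);ets-4(ok165) (the double mutant) on PA14, r was -0.267 (n = 283 genes; adjusted p = 2.67e-05 from the same permutation test) and rho -0.284, and 192 genes (67.8%) had opposite signs. On OP50, r was -0.189 relative to N2 (n = 141 genes; adjusted p = 0.0251 from the permutation test), with rho = -0.185 and opposite signs in 100 genes (70.9%), and -0.252 relative to the double mutant (n = 439 genes; adjusted p = 2e-05 from the permutation test), with rho = -0.219 and opposite signs in 268 genes (61.0%). The raw p of r was 1e-05 relative to N2 on PA14 and relative to the double mutant on OP50, the smallest that 100000 permutations can give, 2e-05 relative to the double mutant on PA14 and 0.0251 relative to N2 on OP50. Without the 2 genes farthest from the median, r was -0.168 and -0.260 on OP50 and -0.476 and -0.298 on PA14, relative to N2 and the double mutant in turn. The 4 correlations are across genes, which are not independent replicates, and they use the genes of the copy of S5 Table held here, 1997 of 2059 genes.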

Interestingly, we found a significant inverse correlation of all our data sets to *daf-2(e1370);rsks-1(ok1255)* DGE. RSKS-1 is a *C*. *elegans* ortholog of p70-S6 kinase 1, which is known downstream of the TOR signaling pathway to promote translation by phosphorylating S6 ribosomal protein. To determine whether the global mRNA changes mimicking the inverse correlation of decreases in TOR signaling in *rege-1(imm070)* is due to a specific TOR pathway gene being up-regulated, we identified gene expression profiles from mRNA-seq of all the *C*. *elegans* orthologs found in the TOR pathway, core components, interactors, substrates, or regulators. 

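Of 30 genes of the TOR pathway, ife-3 and unc-51 fell in rege-1(imm070) relative to rege-1(imm070);ets-4(ok165) (the double mutant) on OP50 and none rose (3 lower adjusted over the list alone). ife-3, which encodes an initiation factor eIF4E that binds the mRNA cap, had a log2 fold change of -0.82 (SE 0.22, adjusted p = 0.0384 from limma-trend), and unc-51, the ortholog of the autophagy kinase ULK1, had -0.79 (SE 0.21, adjusted p = 0.0405 from limma-trend). They were named after their values were seen. Neither passed with quantile normalization (-0.52 and -0.66). Relative to N2 on OP50, none of the 30 changed by limma-trend, edgeR or DESeq2 (none adjusted over the list alone; 4 at an unadjusted p under 0.05), with a median log2 fold change of -0.17 (adjusted p = 0.0131 from camera, but adjusted p = 0.666 with an estimated correlation). On PA14, none changed by these tests relative to N2 or to the double mutant (1 at an unadjusted p under 0.05 in each; none adjusted over the list alone), with medians of 0.06, which was -0.03 with quantile normalization, and -0.01. raga-1, the ortholog of RAGA, and rsks-1, the S6 kinase gene, did not pass the test in any of the 4 comparisons, with log2 fold changes of -0.25 to 0.02 and -0.54 to 0.14. Of 79 ribosomal protein genes, 18 fell relative to the double mutant on OP50 and none rose (34 lower adjusted over the list alone; median -0.66; adjusted p = 0.563 with an estimated correlation). The call on ife-3 was lost without rege-1(imm070) OP50 replicate 1 (log2 fold change -0.77) or 2 (-0.79) or double mutant OP50 replicate 1 (-0.73) or 2 (-0.91), and that on unc-51 without rege-1(imm070) replicate 1 (-0.74) or 3 (-0.68) or double mutant replicate 1 (-1.03) or 2 (-0.55).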

Surprisingly, no statistically significant difference was found between *rege-1(imm070)* and the relative control groups (S2C Fig). We further checked whether there is an enrichment in ETS-4 occupancy in down-regulated genes in *rsks-1;daf-2* mutant relative to wild-type that overlapped with *rege-1* negatively regulated genes. No significant ETS-4 occupancy was found (S3B Fig). Our data analysis suggests that the poor survival observed in *rege-1(imm070)*, both in OP50- and PA14-fed conditions, is likely due to the activation of the TOR signaling and class II genes. The activation of class II genes is likely due to direct binding of ETS-4, whereas activating TOR signaling is less likely due to ETS-4 activating gene expression of core TOR signaling pathway.

**Table 2:** The pearson correlation of the *rege-1(imm070)* differential expressed genes with daf-2(e1370);rsks-1(ok1255) *in OP50 and PA14*.

**OP50**		
***daf-2(e1370);*** ***rsks-1(ok1255)***	***rege-1(imm070)* vs WT**	***rege-1(imm070)* vs**
		***rege-1(imm070);ets-4(ok165)***
**Pearson r**	-0.1847	-0.2628
**P (two-tailed)**	0.0278	<0.0001
**P value summary**	*	****
**Number of XY Pairs**	142	447
**PA14**		
***daf-2(e1370);*** ***rsks-1(ok1255)***	***rege-1(imm070)* vs WT**	***rege-1(imm070)* vs**
		***rege-1(imm070);ets-4(ok165)***
**Pearson r**	-0.4367	-0.2548
**P (two-tailed)**	<0.0001	<0.0001
**P value summary**	****	****
**Number of XY Pairs**	135	284

### The *daf-2* mutant, but not the *pqm-1* mutant, is sufficient to rescue the PA14 sensitivity of *rege-1(imm070)*

To validate our sequencing data analysis, we investigated whether decreasing class II gene expression could rescue the poor PA14 survival phenotype of *rege-1(imm070)*. We introduced two strains: *daf-2(e1370)*, which contains a single amino acid change in the kinase domain resulting in strong dauer formation and extended lifespan, and *pqm-1(tm8184)*, which carries a 96 bp deletion at the splicing donor site in exon 3 resulting in the loss of the C2H2 zinc-finger DNA binding domain. *Daf-2(e1370)* is known to repress class II gene expression and enhance class I gene expression, while PQM-1 is a transcription factor that specifically targets class II genes [5,6]. Since 56% of ETS-4 targeted genes from ETS-4 ChIP data were also classified as PQM-1 targeted genes, we further investigated whether PQM-1 and ETS-4 are functionally dependent on each other. Specifically, we tested whether the absence of PQM-1 alone could suppress the phenotype caused by an excess of ETS-4.

Our PA14 survival assay demonstrated that introducing *daf-2(e1370)* into the *rege-1(imm070)* background increased the mean lifespan by 1.5-fold compared to N2. No significant difference was observed between *daf-2(e1370)* and *rege-1(imm070); daf-2(e1370)* (Fig 3A and S1 Table). However, the deletion of *pqm-1* had no effect on poor PA14 survival or shorter lifespan in OP50-fed conditions in *rege-1(imm070)* (Fig 3B and 3C). We defined mean lifespan as having no significant difference from *rege-1(imm070)* as 0% rescue, and mean lifespan having no significant difference from the introduced mutant as 100% rescue. Based on this calculation, our results suggest that abolishing IIS using *daf-2(e1370)* resulted in a 100% rescue of the poor survival phenotype on PA14 in *rege-1(imm070)*. However, even though ETS-4 and PQM-1 both target class II genes, missing PQM-1 did not affect the poor PA14 survival or short lifespan phenotype in *rege-1(imm070)* (0% rescue).

**Fig 3:**
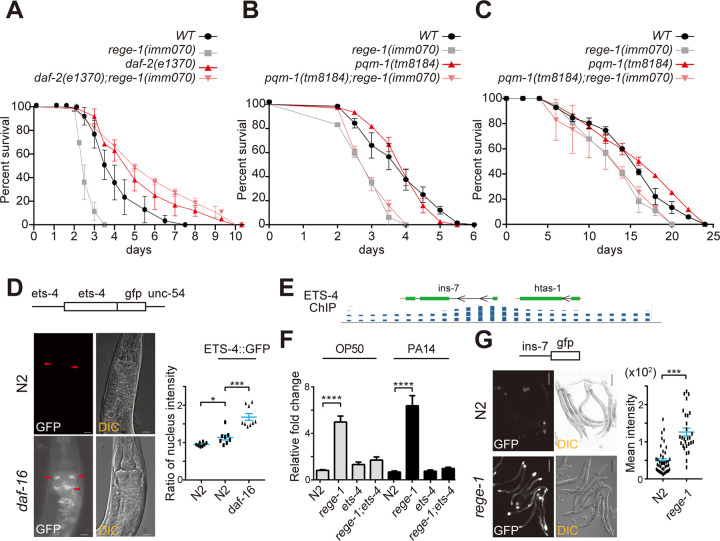
The IIS pathway genes contributes to the PA14 sensitivity of *rege1(imm070)*. (A,B) PA14 survival curves of wild-type (WT), *rege-1(imm070)* and (A) *daf-2(e1370)* and *rege-1(imm070)*;*daf-2(e1370)*, (B) *pqm-1(tm8184)* and *rege-1(imm070)*; *pqm-1(tm8184)*. (C) Lifespan of wild-type (WT), *rege-1(imm070)*, *pqm-1(tm8184)* and *rege-1(imm070)*; *pqm-1(tm8184)* at 20°C. Three and two replicates have been performed in all the PA14 survival curves and lifespan, respectively. (D) Ratio of ETS-4::GFP nuclear localization in N2 and *daf-16(mu86)*. The extrachromosomal array of *ets-4*::*gfp* was injected into either N2 or *daf-16(mu86)* strains, and the GFP intensity was quantified as described in the methods. Due to strong autofluorescence background, N2 worms without *ets-4*::*gfp* injection was also quantified as N2 without ETS-4::GFP. Worms with successful plasmid injection was scored by containing dominate negative *rol-6* plasmid which shows a strong roller phenotype. The relative nuclear GFP intensity ratio is shown on the right. This ratio was calculated as the intensity of the nucleus divided by the intensity of the intestinal cell and was further normalized with the N2 strain without the *ets-4*::*gfp* plasmid injection. The white scale bars in the corner of the images represent a length of 10 μm. Two to three nuclei were quantified in each worm, and statistical significance between samples was determined using a one-way ANOVA with Turkey’s multiple comparison test. (E) Genome browser displaying ETS-4 ChIP-seq data on *ins-7*. The exon of the gene is denoted as a green box, the intron is shown as a black line, the orange line indicates the 3’ or 5’ UTR defined in the genome browser, and the black arrows indicate the direction of the gene. The blue lines below the gene structures represent the read intensity identified from ETS-4 ChIP-seq data. (F) Quantification of *ins-7* mRNA in wild-type, *rege-1(imm070)*, *ets-4(ok165)*, and *rege-1(imm070);ets-4(ok165)* fed with OP50 or PA14. Three biological replicates were performed for each sample. Statistical analysis was performed using one-way ANOVA with Tukey’s multiple comparison test. (G) GFP expression was analyzed in *pins-7*::*gfp* strains in either N2 or *rege-1(imm070)* genetic backgrounds. Representative images are shown on the left, and quantification of GFP intensity is shown on the right. Significant differences between samples were calculated using an unpaired t-test. The scale bar in the corner of the image represents a length of 200 μm. Each experiment was scored with 15–20 worms, and two independent repeats were performed for each experiment. (*p < 0.05, **p < 0.001, ***p < 0.0002, ****p < 0.0001).

### ETS-4::GFP localization depends on the presence of DAF-16

It is well known that PQM-1 nuclear localization is inhibited by DAF-16 in *daf-2* mutant. We also tested whether ETS-4 localization depends on DAF-16. A *ets-4*::*gfp* construct containing *ets-4* promoter and coding sequence with *unc-54* 3’ UTR was co-injecting with the dominant negative *rol-6* plasmids. The ratio of GFP nuclear intensity was quantified in both wild-type and *daf-16(mu86)* strains. Although only a slightly higher nuclear localized ETS-4::GFP was found in wild-type, when compare to autofluorescence in N2 strain without ETS-4::GFP, a much stronger nuclear ETS-4::GFP signal was found in *daf-16(mu86)* compared to wild-type. Our results suggest that, although PQM-1 nuclear exclusion by DAF-16 occurs only in *daf-2* mutants but not under wild-type conditions, ETS-4 nuclear localization is hindered by DAF-16 even under wild-type conditions. (Fig 3D, [6,23]).

### Activation of the class II gene, *ins-7*, promoter in *rege-1(imm070)*

To further confirm our analysis that the promoter of a class II gene is targeted by ETS-4, we selected *ins-7*, a gene that is targeted by ETS-4 in ETS-4 ChIP-seq and negatively regulated by *rege-1* (Fig 3E and 3F). *Ins-7* encodes one of the forty insulin peptides predicted to act as ligands for the DAF-2 insulin receptor in *C*. *elegans*. It is well known that *ins-7* expression is repressed with reduced DAF-2 activity [5]. 

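ins-7, which encodes an insulin-like peptide, lies on chromosome IV from 9682011 to 9682845 of WBcel235 (ce11). Its normalized count on OP50 was 65.4 ± 43.6 (SD, n = 2) in N2, 343 ± 236 (SD, n = 3) in rege-1(imm070) and 81.6 ± 7.30 (SD, n = 2) in rege-1(imm070);ets-4(ok165). On PA14 it was 49.0 ± 3.53, 143 ± 46.6 and 37.5 ± 6.75 (SD, n = 2 each). The log2 fold change of ins-7 in rege-1(imm070) on OP50 was 2.34 (SE 0.57, adjusted p = 0.0651 from limma-trend) relative to N2 and 1.86 (SE 0.57, adjusted p = 0.0606 from limma-trend) relative to rege-1(imm070);ets-4(ok165). On PA14 it was 1.49 (SE 0.62, adjusted p = 0.911 from limma-trend) and 1.87 (SE 0.62, adjusted p = 0.275 from limma-trend). None of these values passed the test, while DESeq2 called ins-7 higher than both strains on OP50. On OP50, both calls were gained with the replicate number as a block, and the call relative to N2 without N2 replicate 1 (log2 fold change 3.07). Of the 25 genes of insulin-like peptides tested, none changed relative to N2 on OP50 by limma-trend or edgeR, DESeq2 called 1, 3 had an unadjusted p under 0.05 and 1 rose adjusted over the list alone. The median was 0.07, or -0.21 with quantile normalization. Of 12 genes of the insulin receptor pathway, such as daf-2 and daf-16, none changed relative to N2 on OP50 by any of the 3 tests, 2 had an unadjusted p under 0.05, none changed adjusted over the list alone and the median was -0.11.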

We first confirmed that *ins-7* expression is increased in *rege-1(imm070)* as observed from our mRNA-seq results (Fig 3F). To investigate whether *ins-7* transcription is indeed promoted by ETS-4, we incorporated a GFP reporter driven by the *ins-7* promoter (*pins-7::gfp*) in *rege-1(imm070)* [37]. By quantifying the GFP expression in day 2 adults, we found that GFP expression in *rege-1(imm070)* was enhanced relative to wild-type worms (Fig 3G). These results suggest that *ins-7*, one of the class II genes, is transcriptionally upregulated in *rege-1(imm070)* due to excess ETS-4.

### Suppressing TORC1 signaling rescues survival of PA14-fed *rege-1(imm070)*

We next investigate the possible involvement of the TOR signaling pathway in the decreased survival of PA14-exposed *rege-1(imm070)*, and therefore, we assessed the survival rates of worms that had been genetically manipulated to inhibit two *C*. *elegans* TOR signaling pathway orthologs, *raga-1* and *rsks-1*. As noted earlier, *raga-1* is the ortholog of RAGA, and *rsks-1* is the ortholog of p70-S6 kinase 1. They represent the steps involved in recruiting activated TORC1 to lysosomes and mediating translation activation through active TORC1 signaling, respectively. *Raga-1(ok386)* has a large deletion that removes exon 2–4 of *raga-1*, whereas *rsks-1(tm1714)* carries a 484bp deletion in exon 4, resulting in a frameshift in the coding sequence. Excitingly, we found that the decrease in PA14 survival in *rege-1(imm070)* was completely rescued to wild-type mean lifespan when either *raga-1(ok386)* or *rsks-1(tm1714)* was introduced to the *rege-1(imm070)* genetic background (Fig 4A, 4B and S1 Table). No significant difference of mean lifespan was observed between N2, *raga-1(ok386)* and *rsks-1(tm1714)*. Our results are consistent with mRNA-seq analysis indicating that TORC1 signaling activation likely occurs in *rege-1(imm070)*. Additionally, fully rescue (100%) of the poor PA14 survival phenotype in the *rege-1(imm070)* was observed upon abolishing the TORC1 signaling pathway, suggesting that the main factor leading to decreased survival in *rege-1(imm070)* is likely due to excess of TORC1 signaling. Furthermore, TORC1 signaling activated by *rege-1(imm070)* occurs before TORC1 is recruited to the lysosome.

**Fig 4:**
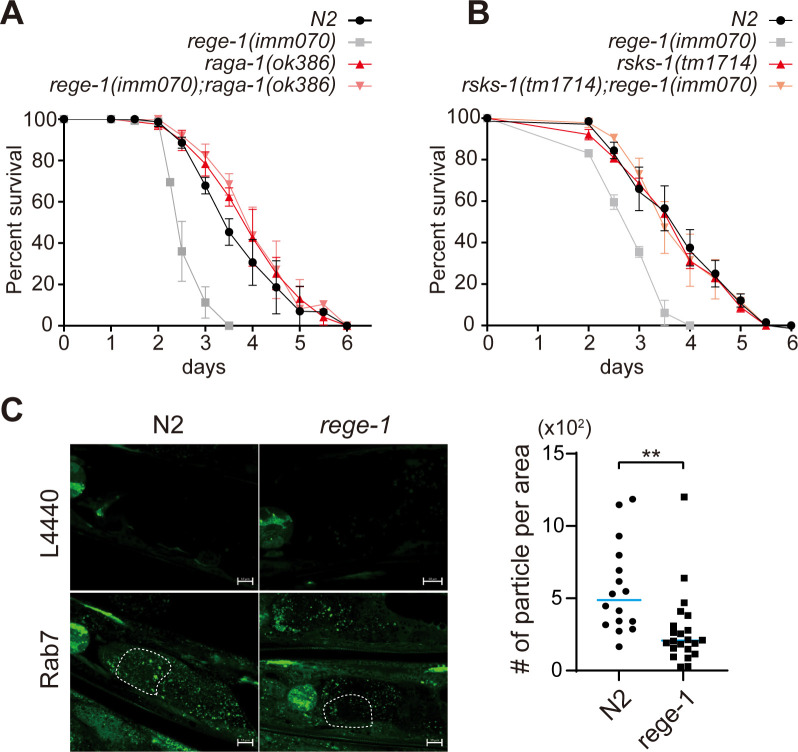
Suppressing TORC1 signaling rescues survival of PA14-fed *rege-1(imm070)*. (A,B) PA14 survival curves of wild-type, *rege-1(imm070)* and (A) *raga-1(ok386)* and *rege-1(imm070)*; *raga-1(ok386)*. (B) *rsks-1(tm1714)* and *rege-1(imm070)*; *rsks-1(tm1714)*. Three replicates have been performed in all survival curves, and raw data and significance is shown in S1 Table (C) Autophagosome formation was quantified in *N2* and *rege-1(imm070)* strains. Worms containing the *gfp*::*lgg-1* transgene were crossed into both strains. The worms were fed with either L4440 as an RNAi control or *rab-7* RNAi from the L1 larval stage, and GFP imaging was performed on day 2 of adulthood. The detailed quantification procedures are described in the Materials and Methods section. An unpaired t-test was used to quantify the difference in the amount of autophagosome formation. The white dot lines indicate an example of a cell circle for quantification.

To confirm the activation of TORC1 signaling in *rege-1(imm070)*, we investigated whether autophagosome formation was inhibited due to TORC1 signaling activation. We introduced the transgene GFP::LGG-1 into both N2 and *rege-1(imm070)* strains and blocked autophagy flux further by knocking down *rab-7*, a GTPase that is critical for autophagosome-lysosome fusion [38]. We then measured the autophagosome puncta of intestinal cells and observed a significant decrease in GFP puncta in *rege-1(imm070)*. Our data, combined with previous findings, suggest that the decrease in autophagosome formation is likely due to the activation of TORC1 signaling in *rege-1(imm070)* (Fig 4C).

### Predicted ETS-4-targeted genes contribute to poor survival of PA14-fed *rege-1(imm070)*

To continue our investigation into the cause of TORC1 signaling activation, we shifted our focus to genes predicted to be targets of ETS-4. We identified potential ETS-4 targets using both previous motif search results and the ETS-4 ChIP data (S3 Table, [24,35]). Although both studies were performed in a wild-type background and did not show significant nuclear localization of ETS-4 like in defective *rege-1* reported previously, they provided a useful list of candidate genes for our initial investigation [24]. ETS-4 has been demonstrated to bind to a 5’-GGAA/T-3’ core sequence through its ETS domain. 

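asp-12, ech-9, clec-52 and acox-1.5 rose in rege-1(imm070) relative to both N2 and rege-1(imm070);ets-4(ok165) (the double mutant) on OP50, and spp-3 rose relative to the double mutant. asp-12, an aspartyl protease gene on chromosome V from 8269210 to 8272056 of WBcel235 (ce11), rose by a log2 fold change of 5.53 (SE 0.38, adjusted p = 2.95e-06 from limma-trend) relative to N2 and 6.96 (SE 0.38, adjusted p = 1.02e-07 from limma-trend) relative to the double mutant. ech-9, an enoyl-CoA hydratase gene on chromosome IV from 10233310 to 10235329, rose by 3.44 (SE 0.32, adjusted p = 4.12e-05 from limma-trend) and 4.63 (SE 0.32, adjusted p = 1.04e-06 from limma-trend). acox-1.5, an acyl-CoA oxidase gene on chromosome III from 9586618 to 9592192, rose by 2.35 (SE 0.26, adjusted p = 0.000255 from limma-trend) and 3.297 (SE 0.26, adjusted p = 5.21e-06 from limma-trend). clec-52, a C-type lectin gene on chromosome IV from 8167164 to 8168760, rose by 2.80 (SE 0.44, adjusted p = 0.00526 from limma-trend) and 4.58 (SE 0.44, adjusted p = 4.26e-05 from limma-trend). spp-3, a saposin-like gene on chromosome X from 7314969 to 7315353, rose by 2.64 (SE 0.51, adjusted p = 0.00796 from limma-trend) relative to the double mutant. Relative to N2 its log2 fold change was 2.20 (SE 0.51, adjusted p = 0.0501 from limma-trend), which did not pass the test. On PA14, clec-52 rose relative to the double mutant by 2.81 (adjusted p = 0.00723 from limma-trend), and its log2 fold change relative to N2 was 1.58 (adjusted p = 0.553 from limma-trend). spp-3 had 1.17 (adjusted p = 0.993 from limma-trend) relative to N2 and 1.33 (adjusted p = 0.467 from limma-trend) relative to the double mutant. The call on clec-52 relative to N2 was lost without N2 OP50 replicate 2 (log2 fold change 2.36), and that relative to the double mutant on PA14 without rege-1(imm070) replicate 1 (2.27) or double mutant replicate 1 (2.99) or 2 (2.63). The call on spp-3 relative to the double mutant was lost without double mutant OP50 replicate 1 (2.34) or 2 (2.95), and a call relative to N2 was gained without N2 OP50 replicate 1 (3.00), with the replicate number as a block and by DESeq2.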

A motif search further revealed 54 putative genes targeted by ETS-4, with five of them overlapping with *rege-1* negatively regulated genes, namely *acox-1*.*5*, *asp-12*, *clec-52*, *ech-9*, and *spp-3*. The ETS-4 ChIP analysis identified a total of 24 genes overlapped with *rege-1* negatively regulated genes (S3 Table), of which three overlapped with the five genes identified earlier, namely *asp-12*, *ech-9*, and *spp-3*. 

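All 24 genes the paper marks as bound by ETS-4 had positive log2 fold changes in rege-1(imm070) in each of the 4 comparisons. On OP50, 17 of them rose relative to N2 (24 adjusted over the list alone; median log2 fold change 1.84) and 21 relative to rege-1(imm070);ets-4(ok165) (the double mutant) (22 adjusted over the list alone; median 1.92). On PA14, 2 of them, asp-12 and T21H3.1, rose relative to N2 (17 adjusted over the list alone; median 1.16) and 7 relative to the double mutant (21 adjusted over the list alone; median 1.22). The 24 include ets-4 itself, which is counted in the 21 and in the 7. Its log2 fold changes relative to the double mutant, 2.96 on OP50 and 4.29 on PA14, include the ok165 deletion. scav-1, a scavenger receptor gene among the 24, rose on OP50 by 1.62 (SE 0.27, adjusted p = 0.00847 from limma-trend) relative to N2 and 1.50 (SE 0.27, adjusted p = 0.0063 from limma-trend) relative to the double mutant. The first call was lost without N2 OP50 replicate 2 (log2 fold change 1.19) and the second without double mutant OP50 replicate 1 (1.27). A gene was counted as rising at an adjusted p under 0.05 from limma-trend. The study chose the 24 genes partly on these samples, so that their direction is not independent evidence.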

Although *asp-12*, a lysosomal aspartic-type endopeptidase, was even found to be down-regulated in the *rsks-1;daf-2* mutant in previous microarray data, all of these genes are class I genes (S5 Table). In contrast, *acox-1*.*5* (acyl-CoA oxidase 1, ACOX1) is the only class II gene identified through motif search. Although *acox-1*.*5* was not identified as an ETS-4 target by peak calling analyzed by ENCODE, two duplicates in the ETS-4 ChIP results showed a distinct peak at the promoter region around the *acox-1*.*5* transcription start site (S4A Fig). Acyl-CoA oxidase 1 (ACOX1) has several paralogs in *C*. *elegans*, one of which is *acox-1*.*5*. This enzyme plays a crucial role in the initial stage of the fatty acid β-oxidation pathway within the peroxisome, generating acetyl-CoA and other key intermediates required for cellular energy metabolism. Raptor acetylation is known to be essential for TORC1 signaling activation, and the cellular acetyl-CoA level is the key determinate. In addition, liver-specific ACOX1 knockout mice have shown a decrease in TORC1 signaling due to insufficient of acetyl-CoA [10]. Despite not being initially discovered through an ETS-4 motif search, we have included *ins-7* in our further investigation. This decision was based on our findings that *ins-7* transcription is stimulated in *rege-1(imm070)* and that ETS-4 ChIP analysis has identified it as one of targeted genes. Therefore, we investigated whether the poor PA14 survival phenotype in *rege-1(imm070)* could be rescued by either knocking down three genes (*asp-12*, *ech-9* from the class I list, and *acox-1*.*5* from class II list) using RNAi or incorporating the *ins-7(tm2001)* mutant.

To confirm that all the candidate genes are indeed negatively regulated by *rege-1*, we used quantitative PCR to measure their mRNA levels (Figs 3F and 5A). Consistent with our mRNA-seq results, the mRNA levels of *asp-12*, *ech-9*, and *acox-1*.*5* were up-regulated in *rege-1(imm070)* under both OP50- and PA14-fed conditions. Furthermore, the up-regulation of their mRNAs was abolished in either *ets-4(ok165)* or *rege-1(imm070); ets-4(ok165)* mutant (Fig 5A).

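On PA14, asp-12 rose in rege-1(imm070) by a log2 fold change of 4.12 (SE 0.42, adjusted p = 0.00064 from limma-trend) relative to N2 and 7.59 (SE 0.42, adjusted p = 1.08e-07 from limma-trend) relative to rege-1(imm070);ets-4(ok165) (the double mutant). ech-9 and acox-1.5 rose relative to the double mutant, by 2.55 (SE 0.35, adjusted p = 0.0014 from limma-trend) and 2.23 (SE 0.28, adjusted p = 0.000864 from limma-trend). Relative to N2 their log2 fold changes were 1.82 (SE 0.35, adjusted p = 0.0802 from limma-trend) and 1.59 (SE 0.28, adjusted p = 0.0569 from limma-trend), which did not pass the test, while DESeq2 called both and acox-1.5 passed with a pseudocount of 5 or with the replicate number as a block. The normalized count of asp-12 on OP50 was 81.1 ± 15.5 (SD, n = 2) in N2, 3951 ± 1398 (SD, n = 3) in rege-1(imm070), 29.9 ± 5.89 (SD, n = 3) in ets-4(ok165) and 29.3 ± 3.50 (SD, n = 2) in the double mutant, and on PA14 it was 556 ± 94.4 (SD, n = 2) in N2, 10226 ± 4811 (SD, n = 2) in rege-1(imm070), 53.5 ± 30.2 (SD, n = 2) in ets-4(ok165) and 48.9 ± 2.62 (SD, n = 2) in the double mutant. In N2, asp-12 rose on PA14 relative to OP50 by 2.77 (adjusted p = 0.00228 from limma-trend). Relative to N2, asp-12 fell on PA14 in ets-4(ok165), with a log2 fold change of -3.46 (adjusted p = 0.000903 from limma-trend), and in the double mutant, with -3.47 (adjusted p = 0.00123 from limma-trend), and on OP50 the values were -1.41 (adjusted p = 0.115 from limma-trend) and -1.43 (adjusted p = 0.196 from limma-trend). The normalized count of ech-9 was 296 ± 130.1 (SD, n = 2) in N2, 3068 ± 336 (SD, n = 3) in rege-1(imm070), 193 ± 74.8 (SD, n = 3) in ets-4(ok165) and 128 ± 50.5 (SD, n = 2) in the double mutant on OP50, and 283 ± 18.1 (SD, n = 2) in N2, 1015 ± 252 (SD, n = 2) in rege-1(imm070), 125 ± 8.07 (SD, n = 2) in ets-4(ok165) and 169.8 ± 16.07 (SD, n = 2) in the double mutant on PA14. That of acox-1.5 was 533 ± 109 (SD, n = 2) in N2, 2726 ± 565 (SD, n = 3) in rege-1(imm070), 387 ± 123 (SD, n = 3) in ets-4(ok165) and 273 ± 8.90 (SD, n = 2) in the double mutant on OP50, and 397 ± 29.8 (SD, n = 2) in N2, 1197 ± 104.02 (SD, n = 2) in rege-1(imm070), 319.9 ± 95.0 (SD, n = 2) in ets-4(ok165) and 255 ± 18.5 (SD, n = 2) in the double mutant on PA14.

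**Figure D1:**
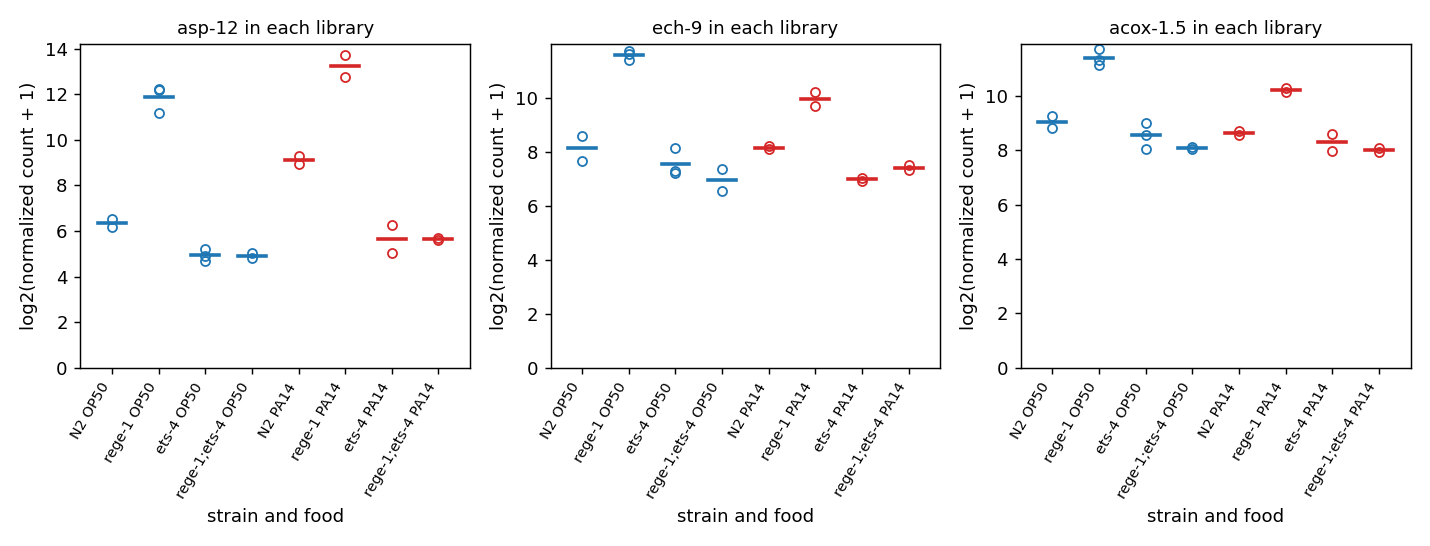
Log2 of the normalized count plus 1 (y axis, no unit) of asp-12, ech-9 and acox-1.5 in each library, by strain and food (x axis). Open circles are libraries and bars are means. The counts of asp-12 in rege-1(imm070) have means of 3951 on OP50 and 10226 on PA14 before the log.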

**Fig 5:**
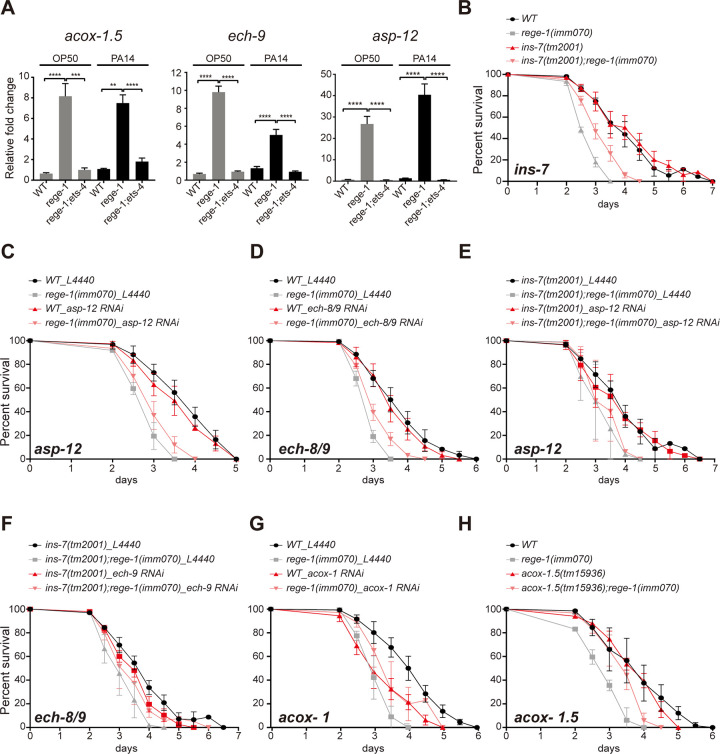
Contribution of ETS-4 targeted genes to poor PA14 survival in *rege-1(imm070)*. (A) Quantification of mRNAs of *asp-12*, *ech-9* and *acox-1*.*5* in wild-type, *rege-1(imm070)*, *ets-4(ok165)*, and *rege-1(imm070);ets-4(ok165)* fed with OP50 or PA14. Three biological replicates were performed for each sample. Statistical analysis was performed using one-way ANOVA with Tukey’s multiple comparison test. (B) PA14 survival curves of wild-type, *rege-1(imm070)* with *ins-7(tm2001)* and *rege-1(imm070)*; *ins-7(tm2001)*. (C,D,G) PA14 survival curves of N2, *rege-1(imm070)* knockdown with (C) *asp-12*; (D) *ech-8/9*, (G) *acox-1*. (E,F) PA14 survival curves of *ins-7(tm2001)* and *rege-1(imm070)*; *ins-7(tm2001)* knockdown with (E) *asp-12*; (F) *ech-8/9*. L4440 was used as knockdown control (H) PA14 survival curves for wild-type, *rege-1(imm070)*, *acox-1*.*5(tm15936)*, and *rege-1(imm070); acox-1*.*5(tm15936)* are shown. Three biological replicates were performed for each survival curve. Raw data, p-values, and mean lifespans are presented in S1 Table.

We next conducted a PA14 survival assay by incorporating *ins-7(tm2001)* with *rege-1(imm070)*. *Ins-7(tm2001)* harbors a deletion in the splicing donor of exon 2, leading to the complete loss of this exon. Notably, exon 2 is the largest exon present in *ins-7*. Although we did not observe significant increases in PA14 survival in *ins-7(tm2001)* alone, the combination of *ins-7(tm2001)* with *rege-1(imm070)* resulted in a 39% rescue in PA14 survival compared to *rege-1(imm070)* alone. (see Fig 5B and S1 Table).

*Ech-9* is one of the Enoyl-CoA Hydratase (ECH) paralog proteins in *C*. *elegans*. ECH is also an enzyme in the β-oxidation pathway in the peroxisome. The *C*. *elegans* genome contains six paralogs of ACOX1 (*acox-1*.*1* to *acox-1*.*6*) and nine of ECHs (*ech-1* to *ech-9*) (S4B Fig). Among the nine ECHs, *ech-8* and *ech-9*, which have 69% protein identity, are predicted to be exclusively located in the peroxisome, while *ech-4*, which shares less than 20% identity with either *ech-8* or *ech-9*, is predicted to be located in both the mitochondria and peroxisome. Although all six peroxisomal ACOX1 proteins share high protein identity (ranging from 44% to 85%), *acox-1*.*5* is the least similar to the other ACOX1 proteins (ranging from 44 to 48%). Due to their high similarity in protein sequences, we next checked for potential off-target effects when using RNAi to knock down either *ech-9* or *acox-1*.*5*. In addition to targeting the *ech-9* mRNA, the *ech-9* RNAi sequence has a 58% sequence identity to *ech-8* mRNA, but not to *ech-4* mRNA. The RNAi clone generated for *acox-1*.*5*, which covers the entire cDNA sequence of *acox-1*.*5* (1980 bp), has 51% overlap with *acox-1*.*6*, 20–27% overlap with *acox-1*.*1* to *-1*.*3*, and 9% overlap with *acox-1*.*4*. Thus, the RNAi clone used for *ech-9* is likely to knock down both *ech-8* and *ech-9*, and the RNAi clone used for *acox-1*.*5* is likely to knock down other members of the ACOX1 family.

After knocking down either class I gene, *asp-12* and *ech-8/9*, we tested the PA14 survival of *rege-1(imm070)* and found no statistically significant difference in survival with or without *asp-12* RNAi (Fig 5C). However, knocking down *ech-8/9* in *rege-1(imm070)* resulted in a 36% increase in mean lifespan (Fig 5D and S1 Table). To enhance the rescue of *rege-1(imm070)* on PA14 survival, we carried out further PA14 survival assays using RNAi targeting either *asp-12* or *ech-8/9* on both *ins-7(tm2001)* and *ins-7(tm2001);rege-1(imm070)*. Although no further rescue was observed when knocking down *asp-12* in *ins-7(tm2001);rege-1(imm070)*, a rescue of approximately 69% relative to *rege-1(imm070)* was found when knocking down *ech-8/9* in *ins-7(tm2001);rege-1(imm070)* (Fig 5E and 5F)

While RNAi knockdown of *asp-12* or *ech-8/9* did not result in significant changes in PA14 survival, we found that worms with knocked down entire *acox-1* using *acox-1*.*5* RNAi had a mean lifespan of only 76% of wild-type on PA14, which is comparable to the survival reduction seen in *rege-1(imm070)* on PA14. However, when *acox-1* was knocked down in *rege-1(imm070)* worms, instead of observing further decreases in mean lifespan relative to either *rege-1(imm070)* or *acox-1* knockdown, a 10% lifespan extension was observed when compared to *acox-1* knocked down in wild-type worms. This suggests that knocking down the entire *acox-1* family contribute to some rescue of the poor lifespan of *rege-1(imm070)* worms on PA14, which is likely associated with an over-activated TORC1 signaling pathway (Fig 5G).

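Of the genes acox-1.1 to acox-1.6, which encode acyl-CoA oxidases of peroxisomal β-oxidation, acox-1.5 was the 1 gene that rose in rege-1(imm070) relative to N2 or rege-1(imm070);ets-4(ok165) (the double mutant) by limma-trend. acox-1.3 fell relative to the double mutant on OP50 by a log2 fold change of -2.26 (SE 0.58, adjusted p = 0.0323 from limma-trend). acox-1.1, acox-1.2, acox-1.4 and acox-1.6 did not pass the test in any of the 4 comparisons of rege-1(imm070) with N2 or the double mutant on OP50 or PA14, with log2 fold changes of 0.22 to 0.68, -1.33 to -0.17, -1.25 to -0.21 and -0.22 to 0.82. DESeq2 also called acox-1.2 lower than in N2 on OP50. ech-8, an enoyl-CoA hydratase gene, rose relative to the double mutant on OP50 by 1.24 (SE 0.31, adjusted p = 0.0295 from limma-trend), and had 1.15 (SE 0.31, adjusted p = 0.0991 from limma-trend) relative to N2, where it passed by DESeq2 and with the replicate number as a block. ech-4 did not pass the test in any of the 4 comparisons, with log2 fold changes of -0.43 to -0.03. The call on acox-1.3 was lost without rege-1(imm070) OP50 replicate 1 (log2 fold change -1.92) or 3 (-1.90) or double mutant OP50 replicate 1 (-2.20) or 2 (-2.32), and that on ech-8 without rege-1(imm070) OP50 replicate 1 (1.25) or 2 (1.16) or double mutant OP50 replicate 1 (1.11) or 2 (1.36).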

Since *acox-1*.*5* is the only acox-1 family member that is negatively regulated by *rege-1*, we performed the PA14 survival test using *acox-1*.*5(tm15936)*. This strain contains a 126 bp deletion spanning the 3’ end of the first exon containing the splicing donor site, and only preserves the first 8 nucleotides. Fortunately, compared to wild-type worms, *acox-1*.*5(tm15936)* did not result in a shorter PA14 survival as *acox-1* knockdown. This finding partly supports our hypothesis that the shorter mean lifespan observed after knocking down *acox-1* is due to knocking down of entire acox-1 family genes. Excitingly, we found a significant 60.6% rescue of mean PA14 survival in *rege-1(imm070); acox-1*.*5(tm15936)* (Fig 5H). While not a complete rescue, the *acox-1*.*5(tm15936)* resulted in a substantial 60.6% rescue of mean PA14 survival in *rege-1(imm070)*, making it the most potent rescue achieved by deleting a single ETS-4 targeted gene.

### Mis-regulated genes in the IIS pathway are the primary contributors to the fat loss phenotype observed in *rege-1(imm070)*

Fat loss is the most prominent phenotype in *rege-1(imm070)*. We then determined the fat content using oil red staining to establish the relationship between fat loss and the poor PA14 survival phenotypes of *rege-1(imm070)*. As *rege-1*-mediated short lifespan on PA14 can be rescued by abolishing IIS, TORC1 signaling, and partially rescued by the up-regulated genes in peroxisome fatty acid β-oxidation pathways, we examined the fat content in *rege-1(imm070)* in combination with either *daf-2(e1370)*, *raga-1(ok386)*, *acox-1*.*5(tm15936)* or *acox-1* knockdown (Fig 6A–6C). Previous studies have demonstrated that *daf-2* mutants have an increased fat content, which is consistent with our observations. Oil red staining revealed that *daf-2(e1370)* exhibited a significant increase in fat content, while *rege-1(imm070)* showed a significant decrease compared to wild-type (Fig 6A, [3,18]). Strikingly, no statistically significant difference was observed between *daf-2(e1370)* and *rege-1(imm070); daf-2(e1370)*, indicating that the suppression of the IIS pathway restores the fat loss phenotype (Fig 6A).

**Fig 6:**
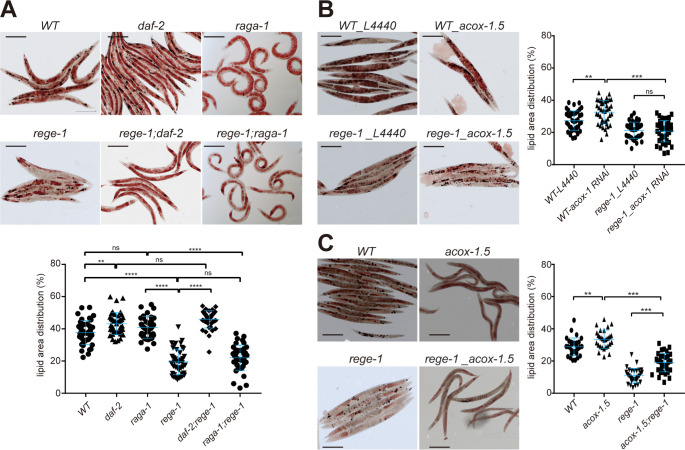
The fat content changes in IIS pathway, TORC1 pathway and *acox-1*.*5*. (A,C) Oil red staining was performed on wild-type, *rege-1(imm070)*, and mutant strains, including (A) *daf-2(e1370)* and *raga-1(ok386)*, and (C) *acox-1*.*5(tm15936)*, as well as their genetic combination with *rege-1(imm070)*. (B) Oil red staining was performed on wild-type and *rege-1(imm070)* worms treated with *acox-1*.*5* dsRNA knockdown, using L4440 was control. The quantification of staining is shown on the bottom(A) and right(B,C). The detailed quantification method is described in the Materials and Methods section. Briefly, the proportion of red area within a worm was calculated as the lipid-distributed area, and statistical significance was calculated using one-way ANOVA with Tukey’s multiple comparison. Each experiment was conducted with 10–15 worms, and three independent replicates were performed for each experiment. The scale bars in the corner of the image represent 50μm (* p < 0.05, ** p < 0.001, *** p < 0.0002, **** p < 0.0001).

The role of TOR in lipid metabolism is multifaceted and not yet fully understood. Several studies have suggested that TOR activation promotes the accumulation of lipid droplets, while its inhibition leads to the breakdown of these droplets. In addition, TOR activation is known to inhibit autophagy, which is responsible for the degradation of cellular components, including lipid droplets [7,36,39]. To investigate the relationship between inhibiting TORC1 and the regulation of fat droplets, and whether this is linked to the fat loss phenotype in *rege-1(imm070)*, we examined the fat content of N2, *rege-1(imm070)*, *raga-1(ok386)*, and *rege-1(imm070);raga-1(ok386)*. However, we did not observe any significant differences in the amount of oil-red O stained area between wild-type and *raga-1(ok386)*, or between *rege-1(imm070)* and *raga-1(ok386);rege-1(imm070)*. Our findings suggest that suppressing the TORC1 signaling pathway does not noticeably affect the fat loss phenotype of *rege-1(imm070)*. (Fig 6A).

We next examined the oil-red staining in both acox-1 knockdown and *acox-1*.*5(tm15936)*. Despite the existence of six different *acox-1* ortholog genes in the peroxisome, we observed a significant increase in fat content in *acox-1*.*5(tm15936)* when compared to wild-type, and similar increases in fat content were found in acox-1 knockdown (Fig 6B and 6C). Moreover, we observed a marked rise in fat content in *rege-1(imm070);acox-1*.*5(tm15936)* relative to *rege-1(imm070)*. However, a noticeable decrease in fat content was still evident between wild-type and *rege-1(imm070);acox-1*.*5(tm15936)*, suggesting that *acox-1*.*5* not only plays a crucial role in lipid catabolism, but the decreased fat content seen in *rege-1(imm070)* is partly due to the upregulation of *acox-1*.*5* expression (Fig 6C). In contrast, we did not observe any increase in fat content in *acox-1* knockdown, which may be due to decreased lipid biosynthesis (see Discussion for more details).

To summarize, while the reduced survival of PA14-fed *rege-1(imm070)* is caused by the misregulation of both IIS and TORC1 signaling pathways, the fat loss phenotype in *rege-1(imm070)* is predominantly due to the misregulation of IIS pathway genes. This misregulation, leads to the activation of the β-oxidation pathway in the peroxisome.

## Discussion

### Model

Effective regulation of the TOR signaling pathway is vital for balancing cellular growth and stress response, allowing cells to appropriately respond to environmental changes without compromising their functionality or viability. This study focuses on the effects caused by ETS-4, a transcription factor that responds selectively to stress. The amount of ETS-4 present in cells is tightly controlled by REGE-1, while its nuclear localization is hindered by DAF-16. When ETS-4 is overexpressed, it promotes the transcription of several class II genes, such as *ins-7*, which encodes for insulin-like peptide, and *acox-1*.*5*, which is involved in the peroxisomal β-oxidation pathway. The increased *ins-7* levels resulting from ETS-4 overexpression cause partial survival decrease upon exposure to pathogens, likely due to the activation of the IIS pathway. Furthermore, the increase in *acox-1*.*5* enhances peroxisomal β-oxidation, one of the lipid catabolic pathway, leading to excess acetyl-CoA production that promotes TORC1 signaling through increased acetylation of Raptor. Additionally, the resulting increase in TORC1 signaling caused by ETS-4 overexpression contributes to decreased survival under pathogen stress (Fig 7).

**Fig 7:**
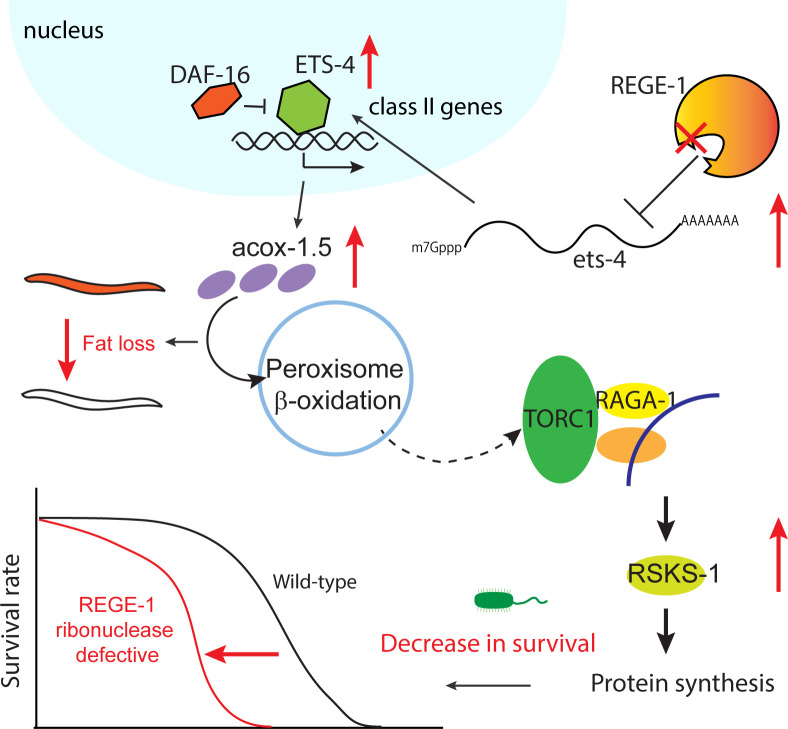
The model of *rege-1* regulates lifespan and fat content in *C*. *elegans*.

### Role of ETS-4 response to environmental stress

The function of ETS-4 is not yet fully understood. Although it has been observed that ETS-4 responds to environmental stimuli such as exposure to PA14 and cold stress by being up-regulated or shuttled into the nucleus, respectively, mutations in ets-4 do not seem to affect survival during PA14 exposure and may even increase longevity and resistance to cold stress [23,24]. This raises the question of why ETS-4 exists in the first place. However, recent research has revealed that ETS-4 plays a crucial role in neuron regeneration following laser damage, indicating a possible beneficial function in living organisms [25]. Moreover, phosphorylation of ETS-4 has been found to promote targeted gene expression, but further research is needed to determine whether this modification affects ETS-4 nuclear localization and is essential for activating class II genes [25].

### Does the loss of fat contribute to decreased pathogen defense in *rege-1* mutants?

Fatty acids are essential for both basal and inducible immune responses, with γ-linolenic acid (GLA) and stearidonic acid (SDA) required for basal expression of innate immune effectors [40], and oleate needed for inducible immune responses [41]. However, the role of fatty acids in immune function is complex and not fully understood. While both *rege-1* single mutants and *raga-1;rege-1* double mutants exhibit a loss of fat phenotype, interestingly, only the *rege-1* mutant shows poor survival against PA14, while the *raga-1;rege-1* double mutant and wild-type have comparable survival rates. Although it is unclear if lipid composition is different between these mutants, it is unlikely that overall fat loss in the *rege-1* mutant is the sole cause of poor survival. In addition, though half of the fat loss in the *rege-1* mutant can be rescued by the *acox-1*.*5* mutant, a key enzyme in the peroxisomal β-oxidation pathway, and the *rege-1;acox-1*.*5* double mutation improves mean lifespan by 60% when exposed to PA14 might be interpretated as fatty acid contributed to survival though PA14, since all three unsaturated fatty acids involved in immunity are 18-carbon fatty acids, which is not believed to be substrates of peroxisomal β-oxidation pathway [40–42]. And the *fat-3* mutant, which is defective in SDA synthesis, supplementing with a 20-carbon fatty acid, arachidonic acid, is insufficient to rescue the immune response, suggesting only specific kind of fatty acid could influence immune function. Thus, it is unlikely that an increase in the catabolic pathway of very long fatty acids in the *rege-*1 mutant will result in changes in these three known immune-related fatty acid and further affect its immune function.

### The role of DAF-16, PQM-1 and ETS-4 in modulating longevity genes

The longevity contributed by the IIS pathway in *C*. *elegans* is known to be due to increased expression of class I genes and repression of class II genes. Although DAF-16 is known to promote class I gene expression, how class II genes are repressed remains largely unknown. A study by Tepper et al. (Cell, 2013) provided a good candidate, PQM-1, which binds to most of the promoters at class II genes. However, one puzzle is that deleting PQM-1, which is localized in nucleus most of the time, does not result in lifespan extension, even though class II gene repression during longevity in *daf-2* mutant can be explained by DAF-16 excluding PQM-1 from the nucleus [6]. On the other hand, ETS-4 acts as a transcription factor for class II genes, and its deletion results in extended lifespan, as shown by Thyagarajan et al. (PLOS Genetics, 2010, [24]). An interesting finding is that knocking down *akt-1/2*, which are key components that prevent DAF-16 from entering the nucleus, leads to an additive increase in lifespan when combined with an *ets-4* mutation. This observation supports the idea that class I genes are regulated by DAF-16, while class II genes are regulated by ETS-4. Although more DAF-16 is expected to shuttle into the nucleus in the *akt-1/2* RNAi knockdown background, it is possible that some ETS-4 may still remain in the nucleus. Therefore, it is reasonable to expect that the *ets-4;akt-1/2* RNAi mutant would have a longer lifespan than the *akt-1/2* RNAi alone.

It is important to recognize that ETS-4 is not the sole transcription factor involved in regulating class II genes, as PQM-1 is also involved. A study by Tepper et al. (Cell, 2013) has indicated that PQM-1 promotes the transcription of both class I and II genes [6]. It is possible that the lack of lifespan extension in the *pqm-1* mutant is due to reduced expression of both class I and II genes, leading to no significant changes in lifespan.

### *Rege-1* regulation of TORC1 signaling pathway is an evolutionary conserved process

*Rege-1*-mediated inhibition of TORC1 signaling is not restricted to *C*. *elegans*, as a previous study showed that mTOR signaling is activated in intestine-specific *Reganase-1* knockout mice [17]. While inhibition of mTOR in mouse intestine enhances proliferation after tissue damage and further results in better survival, genetic inhibition of TOR signaling can promote longevity and improve stress responses [43,44]. A recent study showed that neuron-specific expression of *raga-1* in the *raga-1* mutant is sufficient to abolish the mutant’s longevity phenotype, suggesting that activation of TOR signaling in different tissues can cause different outcomes than activation in the whole animal [45]. Therefore, the issue of whether the poor survival of PA14-fed *rege-1(imm070)* is due to tissue-specific misregulation of IIS and TORC1 signaling pathways remains an open question.

### The impact of peroxisomal fatty acid β-oxidation on *rege-1* mutant phenotypes

Although we observed a 60% rescue of the poor PA14 survival phenotype in *rege-1* mutants with the *acox-1*.*5* mutation, there are still three unanswered questions. Firstly, knocking down *acox-1*.*5* using RNAi resulted in similar survival in *rege-1* mutants and in the wild-type, so why was there only a 60% rescue in the *acox-1.5* mutation? Secondly, although the fat content was rescued in the *acox-1*.*5* mutant, why did knocking down *acox-1*.*5* using RNAi result in increase in fat as in the *acox-1*.*5* mutant, but no rescue of the fat loss phenotype was observed in knocking down *acox-1*.*5* in *rege-1* mutants? Finally, two peroxisomal fatty acid β-oxidation pathway genes, *acox-1*.*5* and *ech-9*, were found to be up-regulated genes in the *rege-1* mutant, so why were there different degrees of rescue in each case?

Possible explanations for these puzzles are as follows: Although six similar acyl-coA oxidase 1 (*acox-1*) paralogs (40% above identity) are found in *C*. *elegans*, we still observed fat accumulation in the *acox-1*.*5* mutant alone, suggesting that the functions of these *acox-1* paralogs are distinct. As outlined in the Results section, the dsRNA produced from the *acox-1*.*5* coding sequence can be used to target other *acox-1* genes, effectively inhibiting the entire peroxisomal β-oxidation pathway. While the *acox-1*.*5* mutant alone can rescue the increase in β-oxidation resulting from heightened *acox-1*.*5* expression, the augmented β-oxidation pathway in the *rege-1* mutant caused by elevated *ech-9* can only be rescued by knocking down all *acox-1* paralogs, not just the *acox-1*.*5* mutant alone. Therefore, coalescing both *acox-1*.*5* and *ech-9* mutants in the *rege-1* mutant could potentially lead to complete rescue of PA14 survival in the *rege-1* mutant. On the other hand, rather than observing a rescue of fat loss as seen in *acox-1*.*5* mutants, we observed a significant decrease in fat when knocking down *acox-1* in the *rege-1* mutant. Our previous observations suggest that the fully PA14 survival rescue is likely due to the inhibition of the TORC1 signaling pathway, and the PA14 survival is similar in *acox-1* knocking down in *rege-1* and in wild-type. Therefore, we would not expect the strong decrease in fat to be due to further breakdown of fatty acids that accumulated after knocking down *acox-1*, since that would generate more acetyl-CoA to promote TORC1 signaling. One possible explanation is that the DEGs in the *rege-1* mutant, likely the increase of *ech-9*, have feedback mechanisms to prevent further fatty acid synthesis. This might explain why we observed a stronger reduction in fatty acids when knocking down *acox-1*s in the *rege-1* mutant. The third question is why knocking down *ech-9* only resulted in a 36% rescue rate, whereas knocking down *acox-1s* resulted in no difference between rege-1 and wild-type. One possible explanation is that there is a peroxisomal located *ech-4* gene that will not be targeted by dsRNA fragments generated from *ech-9*. Thus, even if the increase in *ech-9* in the *rege-1* mutant can be alleviated by knocking down *ech-9*, it does not fully prevent the excess of *acox-1*.*5* in *rege-1* mutant, and further producing more acetyl-CoA. This results in only a 30% rescue rate when knocking down *ech-9* in the *rege-1* mutant.

## Materials and methods

### Genetics

*C*. *elegans* maintenance and genetics were performed as described elsewhere [46]. The wild-type strain used in this study was Bristol N2. Alleles used in this study are listed in the order of chromosome, LG I: *rege-1(imm070)*, *rege-1(tm2265)*; LG II: *pqm-1(tm8184)*, *raga-1(ok386)*; LG III: *acox-1*.*5(tm15936)*, *daf-2(e1730)*, *rsks-1(tm1714)*; LG IV: *ins-7(tm2001)*; LG X: *ets-4 (ok165)*.

### Generation of *rege-1(imm070)* allele

CRISPR/Cas9 genome editing was performed in *C*. *elegans* as previously described with some modifications [47]. In brief, a 20μl CRISPR injection mixture containing 4.2μM tracrRNA, 2.5μM target sgRNA, 1.7μM *rol-6* sgRNA, 1.56μM recombinant Alt-RspCas9 protein (~5μg), and 2.5μM of each repair template for *rol-6* and the target gene was prepared. All reagents were purchased from Integrated DNA Technologies, Inc. The tracrRNA, sgRNAs, and Cas9 protein were first incubated at 37°C for 10 minutes in duplex buffer (Integrated DNA Technologies, Inc.) for reconstitution, followed by mixing with the repair templates. Prior to injection, the mixture was filtered through a 0.22μm cellulose filter (Corning Life Sciences). Twenty to thirty young adult worms were injected and maintained individually on plates. The F1 rollers were further maintained and their genotypes were checked. The sequences for the sgRNA and repair templates are listed in (S6 Table).

### *P*. *aeruginosa* (PA14) killing assays

The PA14 standard slow killing assay (SKA) was performed as previously described [48]. Briefly, 5 μL of PA14 overnight culture was seeded in the center of SKA plates (3.5-cm agar plates containing NGM with 0.35% instead of 0.25% bactopeptone). The plates were incubated at 37°C for 24 h and then kept at 25°C before use. Embryos were obtained by hypochlorite treatment of adult worms using 0.25 μM NaOH and 20% bleach, and were plated and grown on OP50 at 20°C until they reached the L4 stage. A total of 70 to 100 L4 worms were then transferred to PA14-seeded plates (~35 worms per plate) and maintained at 25°C. All synchronization and maintenance were identical unless noted otherwise. The worms were transferred to new plates every 1–2 days and were scored twice a day. Death was recorded if a worm did not respond to prodding. OASIS (http://sbi.postech.ac.kr/oasis) was used to perform statistical analysis of survival data, and p-values were calculated with a log-rank (Mantel-Cox method) test [49]. Experiments involving targeted gene knockdown by feeding RNAi were performed by growing wild-type and *rege-1(imm070)* worms on NGM plates with 1 mM IPTG (Isopropyl β-D-1-thiogalactopyranoside) seeded with HT115 bacteria containing fragments of targeted genes. The bacteria were either from the Ahringer C. elegans RNAi feeding library or the cDNA was cloned into the L4440 vector.

### mRNAseq and analysis

Total RNA was extracted from groups of 100 two-day-old adult worms grown at 25°C using TRIzol reagent (Invitrogen) for both RT-qPCR and mRNAseq preparation. The synchronization and growth conditions were the same as previously described. Briefly, embryos were obtained after hypochlorite treatment of adult worms and were then plated on OP50 at 20°C until the L4 stage. The worms were then transferred onto either PA14- or OP50-seeded plates at 25°C for 2 days before being picked for RNA extraction. Libraries were constructed using the KAPA mRNA HyperPrep Kit (Roche) and KAPA Dual-Indexed Adapter Kit (Roche) for Illumina Platforms. Sequencing was performed by Genomics BioSci & Tech Inc. (New Taipei City, Taiwan). The sequencing data were uploaded to the Galaxy web platform, and the public server at usegalaxy.org was used for data analysis [50]. Sequencing reads were aligned to the C. elegans genome WS245 (ce11) using HISAT2 (v 2.2.1) [51]. Aligned transcripts were quantified with featureCounts (v 2.0.1) [52], followed by DESeq2 (v 2.11.40.7) [53]to obtain differentially expressed genes (adjusted p-value < 0.05) and Kallisto quant (version 0.46.2) to obtain the abundances of RNA-Seq transcripts (transcripts per million, TPM) [38,54]. All of the analysis processes mentioned above were performed on Galaxy [50]. The heatmaps of ETS-4 regulated genes were plotted using Heatmapper [55] (http://www.heatmapper.ca/expression/). To determine the significance of the overlap between two groups of genes, we performed a one-way ANOVA analysis, using the number of overlapping genes as the basis for calculating whether the differences between the random selection and experimental dataset were statistically significant. The raw data for mRNAseq can be found in Gene Expression Omnibus with accession number GSE218235.

### ENCODE ChIP-seq data

The differentially expressed genes (DEGs) of *rege-1* mutants that were either fed with OP50 or PA14 were used to extract the ENCODE ChIP-seq data associated with DAF-16 (ENCFF681MIE), PQM-1 (ENCFF068DOO), and ETS-4 (ENCFF938QXU). The ChIP-seq read intensities were extracted from 1.5K base pairs upstream and downstream of the transcription start site (TSS) for each DEG and were visualized in heatmap format. To compare the ChIP-seq intensity distributions among different groups, the intensity of the reads at all 3K positions relative to the TSS of the same group of DEGs was averaged. To determine whether the promoter of a given gene was bound by ETS-4, the peak calling file (ENCFF037IAO) was utilized, and any called peak that overlapped 1K base pairs upstream or downstream from the TSS was considered as a promoter region bound by ETS-4.

### RT-qPCR

About 0.3 μg of RNA was used to prepare cDNA with M-MuLV reverse transcriptase (Protech). Relative quantification was measured by the standard curve method. In brief, serial 5-fold dilutions of cDNA were used as standard curves. One microliter of 25-fold-diluted cDNA and 0.4 μM primer was used with 2x qPCRBIO SyGreen Blue Mix. Quantitative PCR was performed and analyzed using StepOnePlus (Applied biosystem). *Act-3* mRNA was used as the internal control. Statistical analysis on all experiments was performed using Prism 7 (GraphPad). The statistical methods used to calculate p-values are indicated in the figure legends. The primers used in this study are listed in (S6 Table).

### PA14 clearance and avoidance assay

The PA14 clearance assay involved transferring L4 stage worms fed with OP50 to plates seeded with PA14-RFP lawn for 24 hours, followed by transferring them to an OP50-seeded plate for an additional day. Images were taken before and after the worms were transferred to OP50 after PA14-RFP exposure using a 10× Zeiss objective on a Zeiss fluorescence microscope (Axio Imager.M2) with Axiovision 4.8 software in both the red and transmitted light channels (with differential interference contrast). Briefly, the area of the worms was defined using the ROI tool of ImageJ (NIH; http://rsb.info.nih.gov/ij/) from the DIC image. The same region from the DIC images was used to define the area of fluorescence regions. Each experiment was scored with 10–15 worms, and three independent repeats were performed. The quantitative data were displayed using Prism 7. The PA14 avoidance assay was performed by plating L4 stage worms fed with OP50 onto PA14-seeded plates overnight and scoring the number of worms either on or off the PA14 lawn.

### Fluorescent imaging

#### *Pins-7*::*gfp* expression

Approximately thirty L4 worms grown on OP50, containing the *pins-7*::*gfp* transgene in either wild-type or *rege-1(imm070)* backgrounds, were transferred to new OP50 plates and grown at 25°C for two days. On the second day, adult *C*. *elegans* were anesthetized in 10 mM tetramisole on 2% agar pads. *Pins-7*::*gfp* images were acquired in the green and transmitted light channels (with differential interference contrast, DIC) using a 10× Zeiss objective on a Zeiss fluorescence microscope (Axio Imager.M2) with Axiovision 4.8 software. The fluorescence intensity of the animals was quantified with ImageJ (NIH; http://rsb.info.nih.gov/ij/). Briefly, the area of the worms was defined by the ROI tool of ImageJ from the DIC image. The same region from DIC images was used to define the area of the fluorescence regions. Each experiment was scored with 10–15 worms, and three independent repeats were performed for each experiment.

#### Autophagosome formation using GFP::LGG-1

Semi-synchronized embryos from either wild-type or *rege-1(imm070)* adult worms containing *gfp*::*lgg-1* were obtained after killing the adults with hypochlorite. The embryos were grown on L4440 or *rab-7* RNAi clone 1mM IPTG containing plates (obtained from the Ahringer *C*. *elegans* RNAi feeding library) at 20°C until most of them reached the L4 stage. Twenty to thirty worms were then transferred to new RNAi plates with the same RNAi food and grown at 25°C for an additional two days before imaging. The adult *C*. *elegans* were anesthetized with 10 mM tetramisole on 2% agar pads, and confocal images were acquired using a Zeiss LSM700 confocal microscope. The GFP::LGG-1 puncta were quantified using ImageJ (NIH; http://rsb.info.nih.gov/ij/). In brief, the two intestinal cells proximal to the terminal bulb of the pharynx of every worm imaged were defined as the region of interest. The number of puncta was calculated using binary tools (make binary and watershed), followed by analyzing particle numbers by setting the particle threshold to 50 and quantifying particle numbers. The particle counts were further normalized to the area of the cell. The statistical significance between two samples was calculated using Prism with an unpaired T test.

#### Quantification of nuclear intensity of *ets-4*:*gfp* transgene

To determine the localization of ETS-4, we constructed a plasmid (*pets-4*::*ets-4*::*gfp*::*unc-54*) containing the *ets-4* promoter (2149bp), coding region (1389bp), *gfp* sequence, and *unc-54* 3’UTR, which we co-injected with a *rol-6* dominant mutant plasmid (pRF4) to generate transgenic strains. Using a Zeiss fluorescence microscope (Axio Imager.M2) and Axiovision 4.8 software, we acquired images in the green and transmitted light channels (with differential interference contrast) using a 10x objective. We defined the nucleus and intestine cell regions of worms using the ROI tool in ImageJ (NIH; http://rsb.info.nih.gov/ij/) from DIC and GFP images. The ratio of nuclear intensity was calculated as the intensity of the nucleus divided by the intensity of the intestine cell. The ratio of all strains injected with the *ets-4*:*gfp* plasmid was calculated relative to the N2 worms that did not receive the plasmid. We quantified 2–3 nuclei in each of 3–5 worms with higher ETS-4 expression due to inconsistent cell-to-cell localization. Prism 7 was used for statistical analysis.

### Oil red O staining and image quantification

Oil red O staining and image quantification were performed as previously described [22,56]. Briefly, 500–1000 OP50-fed day-1 adult animals were fixed in 2% paraformaldehyde (PFA) in MRWB buffer (160 mM KCl, 40 mM NaCl, 14 mM Na2EGTA, 1 mM spermidine-HCl, 0.4 mM spermine, 30 mM Na-PIPES pH 7.4, 0.2% β-mercaptoethanol) for 1 hour at room temperature. Samples were then incubated in 60% isopropanol for 15 minutes at room temperature, followed by overnight staining in 60% Oil-Red-O on a rocking platform. Animals were mounted and imaged using a Zeiss M1 color camera outfitted with DIC optics. The oil red intensity of the animals was quantified using ImageJ. Briefly, after background subtraction, individual worms were selected as regions of interest. The color threshold was used to select red pixels, and the area of red pixels relative to the whole area of the worm was calculated as the lipid-distributed area.

## Supporting information

S1 Fig Wild-type and rege-1(imm070) exhibit similar pathogen clearance and avoidance abilities. (A-B) RFP-labeled PA14 levels were measured in the intestinal lumen of worms. (A) Images were taken either prior to (day 1) or after the worms were transferred to OP50 after PA14-RFP exposure (day 2). The same region from the DIC images was used to define the area of fluorescence regions. (B) The quantification of PA14-RFP intensity was performed on 10–15 worms per experiment. (C) Lawn occupancy of animals on PA14 was evaluated after 24 hours in two different rege-1 strains, *rege-1 (tm2265)* (left) and rege-1 ribonuclease defective strain *rege-1(imm070)* (right), in combination with *ets-4(ok165)*. Thirty L4 stage worms were transferred to the center of the PA14 lawn, at 25°C, and scored for avoidance after 24 hours
(EPS)

S2 Fig Statistic analyses of the differential expressed genes (DEGs) in rege-1(imm070). (A)The Venn diagram shows the overlapping DEGs between rege-1*(imm070)* relative to wild-type or *rege-1(imm070); ets-4(ok165)* for both OP50- and PA14-fed samples. (B) Principal component analysis was performed on all mRNAseq samples. Each sample was replicated two to three times. Samples with the same genetic background are labeled and circled in the same color. WT: N2, rege-1: *rege-1(imm070)*, rege-1;ets-4:*rege-1(imm070);ets-4(ok165)*. (C)Volcano plots show *rege-1(imm070)* versus either N2 or *rege-1(imm070);ets-4(ok165)* fed with OP50 or PA14. The x-axis shows the magnitude of fold change (FC) in log_2_ value, and the y-axis shows the statistical significance (P value) in -log_10_ value. All dots in the figure represent genes that shown statistically significant changes (p<0.05). Red and blue dots indicate genes are up- and down-regulated in *rege-1(imm070)*, respectively. Genes that mentioned in the main text are labeled. (D) Enrichment analyses were performed for tissue expression patterns (TEA), phenotypes expression patterns (PEA), and gene ontology (GO) in DEGs that are up-regulated in *rege-1(imm070)* relative to both wild-type and *rege-1(imm070);ets-4(ok165)* in OP50- (OP_up) and PA14-(PA_up) fed samples or down-regulated in *rege-1(imm070)* relative to both wild-type and *rege-1(imm070);ets-4(ok165)* in OP50- (OP_down) and PA14-(PA_down) fed samples. OP and PA denote OP50- and PA14- fed samples. DN: *rege-1(imm070)*, WT: N2 or double: *rege-1(imm070); ets-4(ok165)*

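Across the 13 libraries of N2, rege-1(imm070) and rege-1(imm070);ets-4(ok165), the first component of a principal component analysis held 29.5% of the variance and the second 22.5%. On the first component, the OP50-fed libraries lay between -62.41 and -4.14 and the PA14-fed libraries between 5.48 and 92.46. On the second component, the libraries of rege-1(imm070);ets-4(ok165) lay between 33.57 and 67.59 and those of N2 and rege-1(imm070) between -69.14 and 14.33. With the 5 libraries of ets-4(ok165) added, the first 2 components held 28.9% and 20.5%. Food accounted for 57.6% of the variance of the first and 19.4% of that of the second, and strain for 18.9% and 60.1%. The components were computed on the log2 of the normalized count plus 1 of the 14492 genes tested.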

(EPS)

S3 Fig The statistical analysis of the correlation between various ChIP data and groups of mRNAs. (A) Statistical significance of Class 2 genes, ChIP data from DAF-16, PQM-1 and ETS-4 in published ETS-4 positively regulated genes. (B)ETS-4 ChIP data in published DEGs of *daf-2;rsks-1* that overlapped with rege-1 negatively regulated genes (C) gene expression profiles from mRNAseq of all the *C*. *elegans* orthologs found in the TOR pathway, core components, interactors, substrates, or regulators. Orange: OP50 fed, Green: PA14 fed.
(EPS)

S4 Fig Related to Fig 5. (A) The genome browser shows ENCODE ETS-4 CHIP data around *acox-1*.*5*. (B) protein identity comparison between *ACOX-1*.*1*–*1*.*6* (left) and peroxisome enoyl-CoA hydratase (ECH-4, ECH-8 and *ECH-9)*(right). All numbers are shown in percentage of identity. (C) Quantification of clec-52 and spp-3 mRNA changes in wild-type, *rege-1(imm070)*, *ets-4(ok165)* and *rege-1(imm070);ets-4(ok165)*.
(EPS)

S1 Table Summary of lifespan analysis statistic of survival curve.

S2 Table Log(2) Fold Change Values of Differentially Expressed Genes in rege-1(imm070)y.

S3 Table Genes identified in Encode ETS-4 CHIP peaks.

S4 Table Comparison of Differentially Expressed Genes in This Study and Previously Published Datasets.

S5 Table The gene list of *daf-2(e1370);rsks-1(ok1255)* used for pearson r correlation with the *rege-1(imm070)* differential expressed genes fed with OP50 or PA14.

S6 Table primer used in this study.

# Supplementary material for: Rege-1 promotes C. elegans survival by modulating IIS and TOR pathways
**Source:** PLoS Genet. 2023 Aug 9;19(8):e1010869. doi: 10.1371/journal.pgen.1010869
**Supplement:** S4 Table

|  | ets-4(rrr16) vs WT (Pekec, Tina et al. Nat Commun2022) | | |
| --- | --- | --- | --- |
|  | ets-4(OK165) vs WT | rege-1(imm070) vs WT | rege-1(imm070); ets-4(ok165) vs WT |
| r | 0.2326 | -0.3218 | -0.297 |
| P (two-tailed) | 0.0002 | <0.0001 | <0.0001 |
| P value summary | *** | **** | **** |
| Number of XY Pairs | 253 | 253 | 1312 |

S4 Table: Comparison of Differentially Expressed Genes in This Study and Previously Published Datasets

|  | ets-4(ok165) vs WT (Thyagarajan et al. PLOS Genetics 2010) | | | |
| --- | --- | --- | --- | --- |
|  | OP50 | | PA14 | |
|  | rege-1(imm070) vs WT | rege-1(imm070); ets-4(ok165) vs WT | rege-1(imm070) vs WT | rege-1(imm070); ets-4(ok165) vs WT |
| r | -0.7485 | -0.9455 | -0.5708 | -0.8105 |
| P (two-tailed) | 0.0203 | <0.0001 | 0.0848 | <0.0001 |
| P value summary | * | **** | ns | **** |
| Number of XY Pairs | 9 | 21 | 10 | 23 |

|  | genes upregulated in rege-1 (rrr13) vs.N2 (Habacher et al, Dev. Cell 2016) | | | |
| --- | --- | --- | --- | --- |
|  | OP50 | | PA14 | |
|  | rege-1(imm070) vs WT | rege-1(imm070) vs rege-1(imm070);ets-4(ok165) | rege-1(imm070) vs WT | rege-1(imm070) vs rege-1(imm070);ets-4(ok165) |
| r | 0.749 | 0.5547 | 0.5193 | 0.5243 |
| P (two-tailed) | <0.0001 | <0.0001 | <0.0001 | <0.0001 |
| P value summary | **** | **** | **** | **** |
| Number of XY Pairs | 81 | 83 | 60 | 64 |

|  | genes downregulated in rege-1(rrr13);ets-4i vs.rege-1(rrr13) (Habacher et al, Dev. Cell 2016) | | | |
| --- | --- | --- | --- | --- |
|  | OP50 | | PA14 | |
|  | rege-1(imm070) vs WT | rege-1(imm070) vs rege-1(imm070);ets-4(ok165) | rege-1(imm070) vs WT | rege-1(imm070) vs rege-1(imm070);ets-4(ok165) |
| r | -0.7531 | -0.577 | -0.4731 | -0.4871 |
| P (two-tailed) | <0.0001 | <0.0001 | 0.0001 | <0.0001 |
| P value summary | **** | **** | *** | **** |
| Number of XY Pairs | 81 | 83 | 60 | 64 |

# Supplementary material for: Rege-1 promotes C. elegans survival by modulating IIS and TOR pathways
**Source:** PLoS Genet. 2023 Aug 9;19(8):e1010869. doi: 10.1371/journal.pgen.1010869
**Supplement:** S6 Table

| Gene Name | strand | Sequence(5’→3’) | Referance |
| --- | --- | --- | --- |
| act-3 | F | GGCCCAATCCAAGAGAGGTATCC | This study |
|  | R | GGGCAACACGAAGCTCATTGTA | This study |
| rege-1 | F | CGGCAAATGAATGTTTATCCAG | Habacher et al., 2016 |
|  | R | ATCAGATCCAGTATTCACAGGTC | Habacher et al., 2016 |
| ets-4 | F | CTGAGAACCCGAATCATCCA | Habacher et al., 2016 |
|  | R | TCATTCATGTCTTGACTGCTC | Habacher et al., 2016 |
| ins-7 | F | GCATGCGAATCGAATACTGAAG | This study |
|  | R | GAAGAAATTAAGGACAGCACTGTTT | This study |
| ech-9 | F | TGGAACAGATTATTCGTCGAGTT | This study |
|  | R | ACACCGGTAACCTTCATTTACA | This study |
| asp-12 | F | CGATGGAACATGCAAAGGAAAG | This study |
|  | R | TTAGCGCTTCCAGATTCGTATT | This study |
| spp-3 | F | TTCTCATCGACAGAGGCTAATG | This study |
|  | R | CGTCGACGGCCTTCTTAAT | This study |
| clec-52 | F | CTTTCCCAGCTGTTACAATTCC | This study |
|  | R | GAGCATCATTGAAATTGGTGTATTG | This study |
| acox-1.5 | F | TGTATACTTGCTCGGTTGGTG | This study |
|  | R | GGTGCCATTTCTTCTCCCTT | This study |

Table S6 primer list used in this study

Guide RNA and repair template used in this study for CRISPR:

|  | Sequence(5’→3’) |
| --- | --- |
| sgRNA for rol-6 | CGTGTGAGACGTCAACAATAG |
| Repair template for rol-6 | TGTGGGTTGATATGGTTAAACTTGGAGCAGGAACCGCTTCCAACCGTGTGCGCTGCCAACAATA |
| sgRNA for D231N | TTGAGAGCTGTGGTTGTTGA |
| Repair template for D231N | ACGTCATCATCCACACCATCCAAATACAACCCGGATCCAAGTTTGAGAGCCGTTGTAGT  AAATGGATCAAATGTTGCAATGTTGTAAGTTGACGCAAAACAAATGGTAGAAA |

How the deposited data were processed for this re-analysis (not part of the article)

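mRNA-seq libraries of day 2 adult C. elegans of 4 strains, N2, rege-1(imm070), ets-4(ok165) and rege-1(imm070);ets-4(ok165), were analysed after 48 h at 25 °C on E. coli OP50 or P. aeruginosa PA14, with 18 libraries in 8 groups of 2 or 3. Each library came from 100 worms. The conditions were taken from the sample labels, where the rege-1 allele is given as ht070 and the paper as imm070. No library was left out of the main analysis. The PA14-fed rege-1(imm070);ets-4(ok165) has 2 libraries here and 3 in Fig. 2A of the paper. The p-values of single genes measure the spread between these libraries, while those of Fisher's exact test and of permutations are taken across genes.

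The authors built libraries with a KAPA mRNA HyperPrep kit, aligned reads with HISAT2 2.2.1, counted them per gene with featureCounts 2.0.1 and compared groups with DESeq2 2.11.40.7. The submitters' notes give the genome build ce10 and the paper gives ce11, and the strand setting of the counting is not given in the sources used here. The table holds 45461 genes. As deposited by the authors, its signal values are read counts per gene that were divided by a factor per library, called normalized counts here. The factor was recovered from the values: multiplied by it, 100% of values came within 0.01 of a whole read. The factors ran from 0.692 to 1.41 and were 0.990 to 0.993 times the median of ratios of DESeq2. Libraries held 6793740 to 11322497 recovered reads, with a median of 9731630, and 20789 genes had a value above 0 in no library. Sequence names were paired with gene symbols and positions in the annotation of WBcel235: 44933 were paired with 1 gene, 525 with none and 3 with more than 1, and 204 of the tested names had no pair. Reads were not realigned.

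The main test was limma-trend (limma 3.58.1, R 4.3.3) on the log2 of the normalized count plus 1, with a coefficient per group and all 18 libraries in 1 fit, so that a group of 2 libraries shares the estimate of the spread with the others. Genes with a normalized count of at least 10 in at least 2 libraries were tested, 14492 genes that hold at least 99.85% of the reads of each library. p-values were adjusted by the Benjamini-Hochberg method over these genes and taken as past the test under 0.05. There were 10 planned comparisons: rege-1(imm070) against N2 and against rege-1(imm070);ets-4(ok165) on each food, ets-4(ok165) and rege-1(imm070);ets-4(ok165) against N2 on each food, PA14 against OP50 in N2, and the interaction of rege-1(imm070) against N2 with food. Genes that differed from both strains were those past the test in both comparisons with the same sign. For 36 lists of genes, members past the test were counted over all genes and adjusted over the list alone, and the list was tested with camera with a preset correlation of 0.01 and again with an estimated correlation. Lists were adjusted over the 36 lists within each comparison. Of 104 calls of lists over the comparisons, 2 held with the estimated correlation, those on aspartyl proteases in rege-1(imm070) against N2 on each food. These 2 did not hold when the same 11 genes were tested with an estimated correlation among 135 families by gene name (adjusted p = 0.486 from camera on each food). The families were adjusted over all 10 comparisons at once, and so over more tests than the lists. Clusters came from the paper's S2 Table, ETS-4 ChIP genes and PQM-1 marks from its S3 Table, and fold changes of daf-2(e1370);rsks-1(ok1255) from its S5 Table, of which the copy held here has 1997 of 2059 genes. Overlap with ChIP genes was tested with a one-sided Fisher's exact test and correlations with 100000 permutations. Figures and tables were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

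The tests, the filter, the lists, the alternatives and the rule for the genes named in the text were fixed before the data were examined. The rule names every gene that the paper names in relation to mRNA levels, for each food the 10 genes higher and the 10 lower than both strains with the largest mean log2 fold change, for the comparisons of ets-4(ok165) and rege-1(imm070);ets-4(ok165) with N2 and of the foods in N2 the 5 highest and the 5 lowest log2 fold changes past the test, and for each list up to 4 members past the test and 2 not past it. Values in the paper's tables had been seen by then. Where a gene outside the rule is named, the text says so. For each count, 11 alternatives were planned, among them edgeR's quasi-likelihood test with TMM (edgeR 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, other filters and pseudocounts, quantile normalization, a fit on only the groups compared and leaving out each library in turn. A library left alone in its group is then assumed to vary like the other groups.

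The depth limits what can be seen for rare mRNAs: a count of 0 in a library allows up to 3 reads, and a fitted fold change against a group with all libraries at 0 depends on the pseudocount and is no bound. Medians of lists with such members are given also with these members at 3 counts per library. Such floors and the confidence intervals cover counting or sampling error only. The main test was tested on simulated data with 200 changed genes among 14109: for rege-1(imm070) against N2 it recovered 22% of 2-fold and 78% of 8-fold changes on OP50, with 10 of 110 calls on unchanged genes, and 15% and 76% on PA14, with 3 of 94. In the same simulated data DESeq2 recovered 39% and 89% on OP50, with 45 of 173 calls on unchanged genes, and 29% and 85% on PA14, with 12 of 126. With no change simulated in ets-4(ok165) against N2 on OP50, limma-trend called 0 of 14109 genes. Each simulated value was drawn independently, with no shift shared by libraries of a replicate number, so that these rates need not hold for the real libraries. The RT-qPCR, survival, microscopy and fat staining of the paper, its WormExp and gene ontology analyses and its classes of daf-2 targets were not analysed here.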

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

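The counts of genes and the test of the interaction were planned. The tests on the pals genes and on the genes of chromosome V were chosen after the result was seen.

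The effect of rege-1(imm070) on clec-169 relative to N2 differed between the foods, with a log2 difference of -4.75 (SE 0.62, adjusted p = 0.0182 from limma-trend) (PA14 minus OP50). 1 gene passed by edgeR, 2 by robust limma and 6 by DESeq2, and the call by limma-trend was lost without N2 OP50 replicate 1 (-4.39), rege-1(imm070) OP50 replicate 1 (-4.52) or 2 (-4.65), N2 PA14 replicate 2 (-4.33) or rege-1(imm070) PA14 replicate 1 (-4.35), and with quantile normalization (-4.63). An unadjusted p under 0.05 from limma-trend was found for 702 genes, about the share of 0.05 of the 14492 tested that no change would give. This does not show that no other gene differed, since the estimate of the spread is shared by all groups. The median SD over all groups was 0.395, against 0.378 for N2 and rege-1(imm070) on OP50 and 0.246 on PA14. The paper compares ets-4(ok165) and rege-1(imm070);ets-4(ok165) (the double mutant) with N2 in correlations with published data (S4 Table), without stating how many genes changed. Here 140 genes changed in ets-4(ok165) relative to N2 on OP50 (128 higher and 12 lower) and 25 on PA14 (14 and 11), and 81 genes changed in the double mutant on OP50 (69 and 12) and 85 on PA14 (70 and 15). On PA14, more genes were lower than higher in ets-4(ok165) by edgeR (1 higher and 6 lower), robust limma (3 and 6) and limma-trend on only the groups compared (0 and 2), with a pseudocount of 5 (6 and 10), without the libraries richest in sperm reads (56 and 74; chosen after seeing the data) and without N2 replicate 1 or 2 (1 and 6 each) or ets-4(ok165) replicate 1 (1 and 8), and in the double mutant with limma-trend on only the groups compared (996 and 1193) and with DESeq2 on only these (830 and 929; chosen after seeing the data). In N2, 757 genes changed on PA14 relative to OP50 (513 higher and 244 lower). In this order, edgeR called 82, 7, 17, 24 and 642 genes and DESeq2 called 301, 112, 206, 209 and 1264. Without 1 library, the 140 became 40 (N2 replicate 2), the 25 became 7, 7, 9 and 94 (N2 replicates 1 and 2 and ets-4(ok165) replicates 1 and 2), and the 81 became 19, 5 and 0 (N2 replicates 1 and 2 and double mutant replicate 2). The 85 became 10, 13, 10 and 14 (N2 replicates 1 and 2 and double mutant replicates 1 and 2), and the 757 became 396, 91, 102 and 80 (N2 on OP50, replicates 1 and 2, and on PA14, replicates 1 and 2).

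The pals genes, which intracellular pathogens such as microsporidia induce, were higher in the strains with ets-4(ok165): of 34 tested, 21 rose in ets-4(ok165) relative to N2 on OP50 and 5 on PA14 (28 and 20 adjusted over the list alone), and 10 and 14 in the double mutant (23 and 25), by limma-trend. Their median log2 fold change was 4.68 in ets-4(ok165) on OP50 (4.44 with the 4 members at 0 in a group set to 3 counts per library, as in the brackets that follow) and 2.63 on PA14, and 3.25 (3.16) and 4.02 (3.95) in the double mutant. EdgeR called 16, 0, 1 and 2 of them and DESeq2 25, 12, 18 and 20, in the order given first. The family ranked first of 135 by camera in each of the 4 comparisons. It was not past the test with an estimated correlation (adjusted p = 0.632 to 0.933 from camera, over the families of all 10 comparisons at once). The lowest mean log2 level of the pals genes in the 9 libraries with ets-4(ok165) was 5.00 and the highest in the 9 without was 3.80, a difference that was not tested, since the genes were picked for it. Library depth is argued against, since with the log2 library total as a covariate the median in ets-4(ok165) on OP50 was 4.68. The 13 other genes of this response that were tested had a median of 4.61 (4.48 with 1 member at the same floor) and 8 of them passed, so that the rise is not confined to the family. Reads shared between members of the family could still add to the number of members called, which genes outside it cannot decide. Loss of ETS-4 may account for the rise, and so may another difference of these strains. They cannot be told apart, because no library separates the allele from the rest of the strain, and pals-22, a repressor of the response, had a log2 fold change of 0.49, which does not decide between them. Infection by an intracellular pathogen was not tested, since the table holds only genes of the worm, and the mean level differed between replicates, from 6.09 to 8.19 in ets-4(ok165) on OP50.

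M04C3.1, C25F9.11, srw-85 and C25F9.14, on chromosome V between 19429387 and 19445605 (WBcel235), fell in ets-4(ok165) relative to N2 on both foods, and C25F9.16 between them fell on PA14. They were chosen after their values were seen, and each had at most 1 read in each of the 5 libraries of ets-4(ok165), so that no fold is given. Loss of ETS-4 is argued against as the cause, since in the double mutant, which carries the same allele, the 5 genes had a median log2 fold change of 0.53 relative to N2 on OP50 and -0.52 on PA14. A variant of the ets-4(ok165) strain against the reference may account for the missing reads: of the 12 other genes within 20 kb that had at least 10 reads in the 13 libraries of the other strains, 3, next to the 5 on 1 side, had no read in ets-4(ok165) and 255 in the others, and none of the other 9, which had reads in ets-4(ok165), lay between 19416611 and 19445605. No biological explanation other than loss of ETS-4 was tested.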

How the results depend on the processing

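The tests with DESeq2 on only the groups compared, those without the libraries rich in ribosomal RNA or in sperm reads, those of the medians of the paper's clusters under other settings and the correlation of libraries with the same replicate number were chosen after the result was seen. Of 97 log2 fold changes of genes named in the text, 97 kept their direction and their side of the threshold with a pseudocount of 0.5 and 95 with a pseudocount of 5. With quantile normalization 93 did, and with the replicate number as a block 89 did. Libraries with the same number deviated together from their group means on OP50 among N2, rege-1(imm070) and ets-4(ok165) (r = 0.22 to 0.55) but not with rege-1(imm070);ets-4(ok165) (the double mutant) (-0.15 to 0.05) nor on PA14 (-0.56 to 0.03), so that a batch shared by replicate 1 on OP50, which had the most ribosomal RNA in all 4 strains, stays open. The block takes 1 shift per number over all strains and foods, which these libraries do not all share. Calls gained with it, as for ins-7, spp-3 and ech-8, rest on that shift. Of 443 values with 1 library left out, 351 kept both, 87 lost a call, 3 gained a call and 2 changed sign. These 2 were of clec-169 in rege-1(imm070) relative to N2 on PA14, which was -0.42 without N2 PA14 replicate 1 and -0.40 without rege-1(imm070) PA14 replicate 2, and which was at most 0.425 without either of the other libraries. The medians of the clusters kept their sign with a pseudocount of 5 and with quantile normalization. The 4 correlations with daf-2(e1370);rsks-1(ok1255) kept their sign and their side of the threshold with a pseudocount of 5 and over all genes of the table. The enrichment of ETS-4 ChIP genes on OP50 kept both with the genes called by edgeR or DESeq2. With quantile normalization the log2 fold change of a gene moved by a median of -0.16 in rege-1(imm070) relative to N2 on OP50, -0.17 relative to the double mutant on OP50, -0.22 in PA14 against OP50 in N2 and 0.23 for the interaction, while the median of all genes went from 0.03 to -0.07 in PA14 against OP50 in N2 and moved by less than 0.1 in the others. The share of higher genes went from 67.8% to 54.2% in PA14 against OP50 in N2, from 54.9% to 48.4% in rege-1(imm070) against the double mutant on OP50 and from 50.0% to 36.4% in rege-1(imm070) against N2 on PA14. DESeq2 called 151 of the 155 genes of rege-1(imm070) against N2 on OP50, all 8 on PA14 and 82 of the 85 genes higher than both strains on OP50. Depth limits what is seen of rare mRNAs, whose fitted fold changes against a group at 0 depend on the pseudocount.

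The main counts of genes were 155 for rege-1(imm070) against N2 on OP50, 961 for rege-1(imm070) against the double mutant on OP50, 8 for rege-1(imm070) against N2 on PA14 and 141 for rege-1(imm070) against the double mutant on PA14. They were 140 for ets-4(ok165) against N2 on OP50, 25 for ets-4(ok165) against N2 on PA14, 81 for the double mutant against N2 on OP50 and 85 for the double mutant against N2 on PA14. For the remaining results they were 757 for PA14 against OP50 in N2, 1 for the interaction, 85 for higher than both on OP50, 22 for lower than both on OP50, 3 for higher than both on PA14 and 2 for lower than both on PA14. With a pseudocount of 0.5 or with 5 times the minimum value, each of the 14 counts stayed within 1.5 times these. A pseudocount of 5 gave 15 for rege-1(imm070) against N2 on PA14, 16 for ets-4(ok165) against N2 on PA14 and 6 for higher than both on PA14. With no filter, which leaves 21977 genes to test, there were 12 for ets-4(ok165) against N2 on PA14, 14 for lower than both on OP50 and 1 for lower than both on PA14. With the replicate number as a block there were 2321 for rege-1(imm070) against the double mutant on OP50 and 35 for lower than both on OP50. Quantile normalization gave 0 for the interaction. Robust limma without a trend called 88 for rege-1(imm070) against N2 on OP50, 4 for rege-1(imm070) against N2 on PA14, 9 for ets-4(ok165) against N2 on PA14 and 26 for the double mutant against N2 on OP50. There were also 47 for the double mutant against N2 on PA14, 426 for PA14 against OP50 in N2, 2 for the interaction and 52 for higher than both on OP50. There were also 5 for lower than both on OP50 and 1 for lower than both on PA14. edgeR called 87 for rege-1(imm070) against N2 on OP50, 4 for rege-1(imm070) against N2 on PA14, 79 for rege-1(imm070) against the double mutant on PA14 and 82 for ets-4(ok165) against N2 on OP50. There were also 7 for ets-4(ok165) against N2 on PA14, 17 for the double mutant against N2 on OP50, 24 for the double mutant against N2 on PA14 and 56 for higher than both on OP50. There were also 10 for lower than both on OP50 and 1 for lower than both on PA14. DESeq2 called 443 for rege-1(imm070) against N2 on OP50, 1650 for rege-1(imm070) against the double mutant on OP50, 66 for rege-1(imm070) against N2 on PA14 and 278 for rege-1(imm070) against the double mutant on PA14. There were also 301 for ets-4(ok165) against N2 on OP50, 112 for ets-4(ok165) against N2 on PA14, 206 for the double mutant against N2 on OP50 and 209 for the double mutant against N2 on PA14. There were also 1264 for PA14 against OP50 in N2, 6 for the interaction, 176 for higher than both on OP50 and 124 for lower than both on OP50. There were also 29 for higher than both on PA14 and 6 for lower than both on PA14. With limma-trend on only the groups compared there were 0 for rege-1(imm070) against N2 on OP50, 34 for rege-1(imm070) against the double mutant on OP50, 0 for rege-1(imm070) against N2 on PA14 and 0 for ets-4(ok165) against N2 on OP50. There were also 2 for ets-4(ok165) against N2 on PA14, 0 for the double mutant against N2 on OP50, 2189 for the double mutant against N2 on PA14 and 0 for the interaction. There were also 13 for higher than both on OP50, 0 for lower than both on OP50, 33 for higher than both on PA14 and 17 for lower than both on PA14. DESeq2 on only the groups compared called 276 for rege-1(imm070) against N2 on OP50, 265 for rege-1(imm070) against N2 on PA14, 495 for rege-1(imm070) against the double mutant on PA14 and 315 for ets-4(ok165) against N2 on OP50. There were also 213 for ets-4(ok165) against N2 on PA14, 285 for the double mutant against N2 on OP50, 1759 for the double mutant against N2 on PA14 and 1807 for PA14 against OP50 in N2. There were also 14 for the interaction, 136 for higher than both on OP50, 59 for lower than both on OP50 and 94 for higher than both on PA14. There were also 53 for lower than both on PA14. Without the OP50 libraries rich in ribosomal RNA there were 311 for rege-1(imm070) against N2 on OP50, 262 for the double mutant against N2 on OP50 and 68 for lower than both on OP50. Without the PA14 libraries rich in sperm reads there were 30 for rege-1(imm070) against N2 on PA14, 130 for ets-4(ok165) against N2 on PA14, 179 for the double mutant against N2 on PA14 and 8 for lower than both on PA14. With 1 library left out, the counts ran over 24 to 170 for rege-1(imm070) against N2 on OP50, 127 to 1033 for rege-1(imm070) against the double mutant on OP50, 1 to 5 for rege-1(imm070) against N2 on PA14 and 34 to 125 for rege-1(imm070) against the double mutant on PA14. They ran over 40 to 127 for ets-4(ok165) against N2 on OP50, 7 to 94 for ets-4(ok165) against N2 on PA14, 0 to 74 for the double mutant against N2 on OP50 and 10 to 14 for the double mutant against N2 on PA14. For the others they ran over 80 to 396 for PA14 against OP50 in N2, 0 to 1 for the interaction, 22 to 84 for higher than both on OP50, 0 to 71 for lower than both on OP50, 1 to 3 for higher than both on PA14 and 0 to 2 for lower than both on PA14. Of the calls of gene lists by camera, 2 held with an estimated correlation. With the genes called by edgeR on PA14, the odds ratio of ETS-4 ChIP genes was 20.5 and did not pass the test. Apart from the settings that test fewer libraries or more genes, the cause was not tested.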

Differences from the paper's values

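Counts and percentages are set out where they differ from the paper's by over 1.5 times, and log2 fold changes where they differ by more than the larger SD of the 2 groups. The paper states an adjusted p under 0.05 from DESeq2, and here the same threshold was used with limma-trend. The test with DESeq2 on only the groups compared was chosen after the result was seen. The paper's number of differentially expressed genes on OP50 is 173, and here it was 107. Of the alternatives set before the data were examined, the difference was within these limits with 5 times the minimum value (122), with the replicate number as a block (157) and without rege-1(imm070) OP50 replicate 1 (133), and not under the others (13 to 300). Fig. 2A of the paper shows 3 PA14-fed libraries of rege-1(imm070);ets-4(ok165) (the double mutant), and 2 were used here. On PA14 the paper's number is 138, and here it was 5. It stayed outside these limits under each alternative set before the data were examined (1 to 50). The paper counts 135 genes higher in rege-1(imm070) than in both strains on OP50, and 85 were found here. Of the alternatives set before the data were examined, the difference was within these limits with a pseudocount of 5 (92), with 5 times the minimum value (91), with the replicate number as a block (122) and with DESeq2 (176), and not under the others (13 to 84). On PA14 the paper counts 88 and 3 were found here. It stayed outside these limits under each alternative set before the data were examined (1 to 33). DESeq2 on only the groups compared, chosen after seeing the values, gave 136 higher and 59 lower genes on OP50 and 94 and 53 on PA14. Of the paper's 135 and 88 higher genes it drops 14 and 11, and of the 33 and 43 lower genes listed in the paper's clusters it drops 2 and 7. The clusters list fewer lower genes than the paper's totals of 173 and 138 leave. In the main test 75 of the paper's 135 and 3 of its 88 higher genes were called, and 134 and 88 of them had a positive log2 fold change in both comparisons.

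The paper's share of higher genes on PA14 that are bound by ETS-4 is 20.5%, and here it was 66.7%, or 2 of 3 genes. Of the alternatives set before the data were examined, the difference was within these limits with the genes called by DESeq2 (27.6), and not under the others (50.0 to 66.7). The paper's log2 fold changes come from its S5 Table, and the alternatives named beside them were set before the data were examined. For asp-12 relative to N2 on OP50 the paper's value is 4.53 and the value here 5.53, and it lay outside the limit under each alternative (5.33 to 5.87). For asp-12 relative to N2 on PA14 the paper's value is 3.35 and the value here 4.12, and it lay within the limit with quantile normalization (3.97), without N2 PA14 replicate 1 (3.95) and without rege-1(imm070) PA14 replicate 1 (3.62) and outside it under the others (4.11 to 4.62). For asp-12 relative to the double mutant on PA14 the paper's value is 6.41 and the value here 7.59, and it lay within the limit without rege-1(imm070) PA14 replicate 1 (7.10) and outside it under the others (7.48 to 8.09). For acox-1.5 relative to N2 on OP50 the paper's value is 2.01 and the value here 2.35, and it lay within the limit without N2 OP50 replicate 2 (2.14) and without rege-1(imm070) OP50 replicate 1 (2.19) and outside it under the others (2.34 to 2.56). For acox-1.5 relative to N2 on PA14 the paper's value is 1.45 and the value here 1.59, and it lay within the limit with quantile normalization (1.57), without N2 PA14 replicate 1 (1.51) and without rege-1(imm070) PA14 replicate 2 (1.50) and outside it under the others (1.58 to 1.68). For acox-1.5 relative to the double mutant on PA14 the paper's value is 1.64 and the value here 2.23, and it lay outside the limit under each alternative (2.14 to 2.31). For ech-9 relative to N2 on OP50 the paper's value is 2.77 and the value here 3.44, and it lay within the limit with a pseudocount of 5 (3.42), without N2 OP50 replicate 1 (2.98) and without rege-1(imm070) OP50 replicate 1 (3.37) and outside it under the others (3.42 to 3.90). For clec-52 relative to N2 on OP50 the paper's value is 2.15 and the value here 2.80, and it lay within the limit with a pseudocount of 5 (2.68), with quantile normalization (2.72), without N2 OP50 replicate 2 (2.36) and without rege-1(imm070) OP50 replicate 1 (2.51) and outside it under the others (2.77 to 3.23). All 30 log2 fold changes set beside the paper's had the same sign and were larger here. This was not particular to limma-trend: DESeq2 on the recovered reads gave 5.61 for asp-12 relative to N2 on OP50. Over the genes held, its log2 fold changes were larger in size than the paper's by a median of 0.14 to 0.36 in the 4 comparisons.

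The paper states that no gene of the TOR pathway differed between rege-1(imm070) and its controls. The paper's set of these genes may differ from the 30 listed for the test here, and the paper used DESeq2. Here ife-3 and unc-51 fell relative to the double mutant on OP50, with log2 fold changes of -0.82 (adjusted p = 0.0384 from limma-trend) and -0.79 (adjusted p = 0.0405 from limma-trend), and the other 28 of 30 did not pass in any comparison of rege-1(imm070). Neither passed with quantile normalization (-0.52 and -0.66), ife-3 did not without rege-1(imm070) OP50 replicate 1 (-0.77) or 2 (-0.79) or double mutant OP50 replicate 1 (-0.73) or 2 (-0.91), and unc-51 did not without rege-1(imm070) OP50 replicate 1 (-0.74) or 3 (-0.68) or double mutant OP50 replicate 1 (-1.03) or 2 (-0.55). The paper classifies ech-9, acox-1.5, ins-7, spp-3 and clec-52 as up-regulated in rege-1(imm070) on both foods. Relative to N2 on PA14 none of the 5 passed here, and relative to N2 on OP50 ins-7 and spp-3 did not, while all of these values were positive. DESeq2 on all libraries called ech-9 and acox-1.5 relative to N2 on PA14 and ins-7 and spp-3 relative to N2 on OP50. DESeq2 on only the groups compared, chosen after seeing the values and dropping the numbers of genes given above, called all 5 relative to N2 on PA14. acox-1.5 relative to N2 on PA14 also passed with a pseudocount of 5 and with the replicate number as a block, and ins-7 and spp-3 relative to N2 on OP50 passed with that block and without N2 OP50 replicate 1. ins-7 relative to the double mutant did not pass here on either food, and passed on OP50 with that block and with DESeq2, and on PA14 with DESeq2 on only the groups compared. spp-3 relative to the double mutant on PA14 passed only with the latter.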

Other observations

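The lists of genes were planned. The overlap of the genes changed in ets-4(ok165) and in the strain with both mutations, the simulated sets beside it, and the third of the tests on the fewer genes on PA14, with DESeq2 on only the groups compared, were chosen after the result was seen.

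In N2 on PA14 relative to OP50, of 19 genes that respond to infection, 8 rose and lys-7 fell, which was named after its values were seen (10 and 1 adjusted over the list alone; median log2 fold change 1.24; adjusted p = 3.73e-06 from camera, but adjusted p = 0.582 with an estimated correlation), among them irg-1, also named after its values were seen, by 5.72 (SE 0.61, adjusted p = 0.00035 from limma-trend), and irg-5, by 7.45 (SE 1.00, adjusted p = 0.0014 from limma-trend). Of 64 UDP-glucuronosyltransferase genes, 15 rose and 1 fell (23 and 4 adjusted over the list alone; adjusted p = 2.18e-05 from camera, but adjusted p = 0.582 with an estimated correlation), and of 62 cytochrome P450 genes, 10 rose and 1 fell (12 and 3 adjusted over the list alone; adjusted p = 0.0316 from camera, but adjusted p = 0.582 with an estimated correlation), among them cyp-35D1, named in the same way, by 6.33 (SE 0.68, adjusted p = 0.00035 from limma-trend). Of 39 glutathione S-transferase genes, 4 rose (5 adjusted over the list alone; adjusted p = 0.0131 from camera, but adjusted p = 0.632 with an estimated correlation). Of 13 lysozyme genes, 7 fell and 1 rose (8 and 2 adjusted over the list alone; median -2.52; adjusted p = 0.000603 from camera, but adjusted p = 0.582 with an estimated correlation), with a log2 fold change of -5.78 (SE 0.51, adjusted p = 0.000104 from limma-trend) for ilys-5, an invertebrate-type lysozyme. The 32 sperm markers, of which none passed, had a median of 2.46, or 1.03 with the 20 members at 0 in a group set to 3 counts per library (camera adjusted p = 0.73 with an estimated correlation), and genes of the major sperm protein had 237 and 97 reads in N2 on PA14 against 11 and 10 on OP50, so that the 2 foods also differ in sperm reads. The total of 757 genes fell to between 80 and 396 without any 1 of the 4 libraries.

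The yolk protein gene vit-4 fell relative to N2 in ets-4(ok165), with log2 fold changes of -3.70 (adjusted p = 0.016 from limma-trend) on OP50 and -4.14 (adjusted p = 0.0464 from limma-trend) on PA14, and in rege-1(imm070);ets-4(ok165) (the double mutant), with -5.05 (adjusted p = 0.00942 from limma-trend) and -4.51 (adjusted p = 0.0124 from limma-trend). Each call was lost without some of the libraries. In ets-4(ok165), vit-4 did not pass without N2 OP50 replicate 1 (-3.79) or 2 (-3.61) or ets-4(ok165) OP50 replicate 1 (-3.24), nor on PA14 without N2 replicate 1 (-4.40) or 2 (-3.88) or ets-4(ok165) replicate 2 (-2.77), and on PA14 also with a pseudocount of 5 or the replicate number as a block. In the double mutant, it did not pass without N2 OP50 replicate 1 (-5.14) or 2 (-4.96) or double mutant OP50 replicate 2 (-4.03), nor on PA14 without any 1 of the 4 libraries (-4.77 to -4.25). It was the 1 of 6 vitellogenin genes called in each comparison (3 and 2 adjusted over the list alone on OP50, in ets-4(ok165) and the double mutant, and 6 and 6 on PA14), with list medians of -1.62 and -2.02 on OP50 and -2.05 and -2.20 on PA14 (adjusted p = 0.542, 0.345, 0.353 and 0.697 from camera with an estimated correlation). The genes changed in ets-4(ok165) and in the double mutant relative to N2 overlapped: on OP50, 50 of 128 and 69 higher genes and 2 of 12 and 12 lower genes were shared, and on PA14, 14 of 14 and 70 and 6 of 11 and 15. Both comparisons use the N2 libraries, and in 20 simulated sets with no change as many of the genes with the smallest p shared at most 27 higher and 3 lower genes on OP50 and 7 and 4 on PA14, so that the 2 lower genes on OP50 are not more than this. Simulated genes vary independently of each other, so that these sets cannot decide whether the other overlaps exceed what the shared N2 libraries bring. Of 14 genes raised by DAF-16, dod-3 and sip-1 fell in rege-1(imm070) relative to N2 on OP50 (1 higher and 4 lower adjusted over the list alone; median -0.53; adjusted p = 0.0713 from camera).

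In rege-1(imm070) relative to N2, 155 genes were called on OP50 and 8 on PA14. Fewer libraries of rege-1(imm070) on PA14 are argued against as the whole cause, since with 1 library of rege-1(imm070) left out on OP50 the lowest count was 90, and so is a larger spread of PA14-fed libraries, whose median SD within groups was 0.651 times that on OP50. The estimate of the spread shared by all groups may account for the difference: DESeq2 called 443 and 66 genes with all libraries in the fit and 276 and 265, 1.04 times as many on OP50, with only the groups compared. With limma-trend the latter gave 0 and 0, which decides nothing. That rege-1(imm070) has fewer effects on PA14 stays open as a biological explanation, and the interaction called 1 gene by limma-trend.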
